# Transcription factor ZNF148 is a negative regulator of human muscle differentiation

**DOI:** 10.1038/s41598-017-08267-5

**Published:** 2017-08-15

**Authors:** Jesse Bakke, William C. Wright, Anthony E. Zamora, Su Sien Ong, Yue-Ming Wang, Jessica D. Hoyer, Christopher T. Brewer, Paul G. Thomas, Taosheng Chen

## Abstract

Muscle differentiation is a complex process in which muscle progenitor cells undergo determination and eventually cellular fusion. This process is heavily regulated by such master transcription factors as MYOD and members of the MEF2 family. Here, we show that the transcription factor ZNF148 plays a direct role in human muscle cell differentiation. Downregulation of ZNF148 drives the formation of a muscle phenotype with rapid expression of myosin heavy chain, even in proliferative conditions. This phenotype was most likely mediated by the robust and swift upregulation of MYOD and MEF2C.

## Introduction

Muscle cell differentiation occurs in a series of tightly coordinated events in which myoblasts differentiate in three specific stages. In the first stage, myoblasts exit the cell cycle and initiate muscle-specific gene expression. In the second stage, myoblasts align with one another in a cell type–specific manner. The final stage of myoblast differentiation comprises the events of cell fusion, in which many adjacently aligned myoblasts establish connections with one another and form large multinucleated cells^1, 2^. Progression through these stage is extensively coordinated by the basic helix-loop-helix proteins myogenic regulatory factor 4^3^, myogenic determination factor (MYOD)^4^, myogenic factor 5^5^, and myogenin, in addition to the myocyte enhancer factor 2 (MEF2) family^6^. Briefly, MYOD and myogenic factor 5 drive the determination of progenitor cells into myoblasts. Myogenin then promotes differentiation of the myoblasts to form myotubes^7^. The MEF2 family members (MEF2A–D), which are extensively but not entirely redundant^8^, act in a cooperative manner with the basic helix-loop-helix proteins to potentiate muscle differentiation^7^. Thus, these two protein groups cooperate to promote terminal myotube formation. The dynamic regulation imparted by their cooperation can be recapitulated *in vitro*, particularly in the mouse C2C12 cell line^9^ and the human LHCN-M2 cell line^10^.

The Kruppel-like zinc finger protein 148 (ZNF148), also known as β enolase repressor factor 1 (BERF1, ZBP-89, and BFCOL1), was first identified in skeletal muscle tissue. Although it represses transcription of the *ENO3* gene by binding to a G-rich box (GTGG(G/C)GGGGGGGTG) in the promoter, it exerts both enhancing and repressing effects on its target genes^11^. The human and mouse *ZNF148* genes have similar promoter sequences and are overall relatively homologous^12^. ZNF148 expression is downregulated during mouse myogenesis and in C2C12 cells^11^. Interestingly, ZNF148 overexpression modestly augments muscle differentiation in C2C12 cells^13^. ZNF148 expression, in concert with reduced Sp1/3, c-Jun, and Stat3 levels, is required for downregulation of vimentin during C2C12 myogenesis^14^. Desmin and vimentin are expressed in regenerating muscle fibers and are the main subunits of fibroblast intermediate filaments. Indeed, they are common to most cells of mesenchymal origin^15^. Vimentin is downregulated during myogenesis, whereas desmin is upregulated as myogenesis progresses. Additionally, ZNF148 indirectly induces expression of cytochrome c oxidase 5b, which is highly expressed in muscle tissue, by regulating the co-interacting partners yin and yang 1 and heterogeneous nuclear ribonucleoprotein d-like protein^16^.

With the goal of identifying positive and negative regulators of muscle differentiation we conducted a screen using a human transcription factor siRNA library, and we identified human ZNF148 as a negative regulator of muscle differentiation *in vitro*. ZNF148 knockdown enhanced and accelerated muscle differentiation in the LHCN-M2 cell line and in primary skeletal muscle myoblasts (HSMM) isolated from human donors. ZNF148 knockdown was sufficient to drive differentiation, even in proliferative conditions. Moreover, *MYOD* and *MEF2C* were rapidly upregulated in these conditions, potentially driving the overall gene program change necessary for myogenesis.

## Results

### An siRNA transcription factor library screen identified ZNF148 as a potential myogenic regulator

To identify repressors and enhancers of muscle differentiation, we conducted a transcription factor library screen, comprising arrayed siRNAs targeting 1530 transcription factors. We introduced siRNAs targeting individual gene (pool of 4 individual siRNAs/gene) into cultures of LHCN-M2 cells, which are nontransformed but are immortalized by telomerase and CDK4 expression^10^ (Fig. 1a). We used a high-content analysis approach by developing an image analysis algorithm to identify and quantify the cell size and number of myosin heavy chain (MHC)-positive cells. To evaluate the effect of the siRNAs on cell differentiation, we calculated strictly standardized mean difference (SSMD) values and ranked them for hit selection (Fig. 1b). The top hit, siZNF148, enhanced MHC expression when the cells were cultivated not only in differentiation media but also in growth media (Fig. 1b,c). *ZNF148* expression remained relatively unchanged during differentiation in nontransfected LHCN-M2 cells (Fig. 1d).

**Figure 1:**
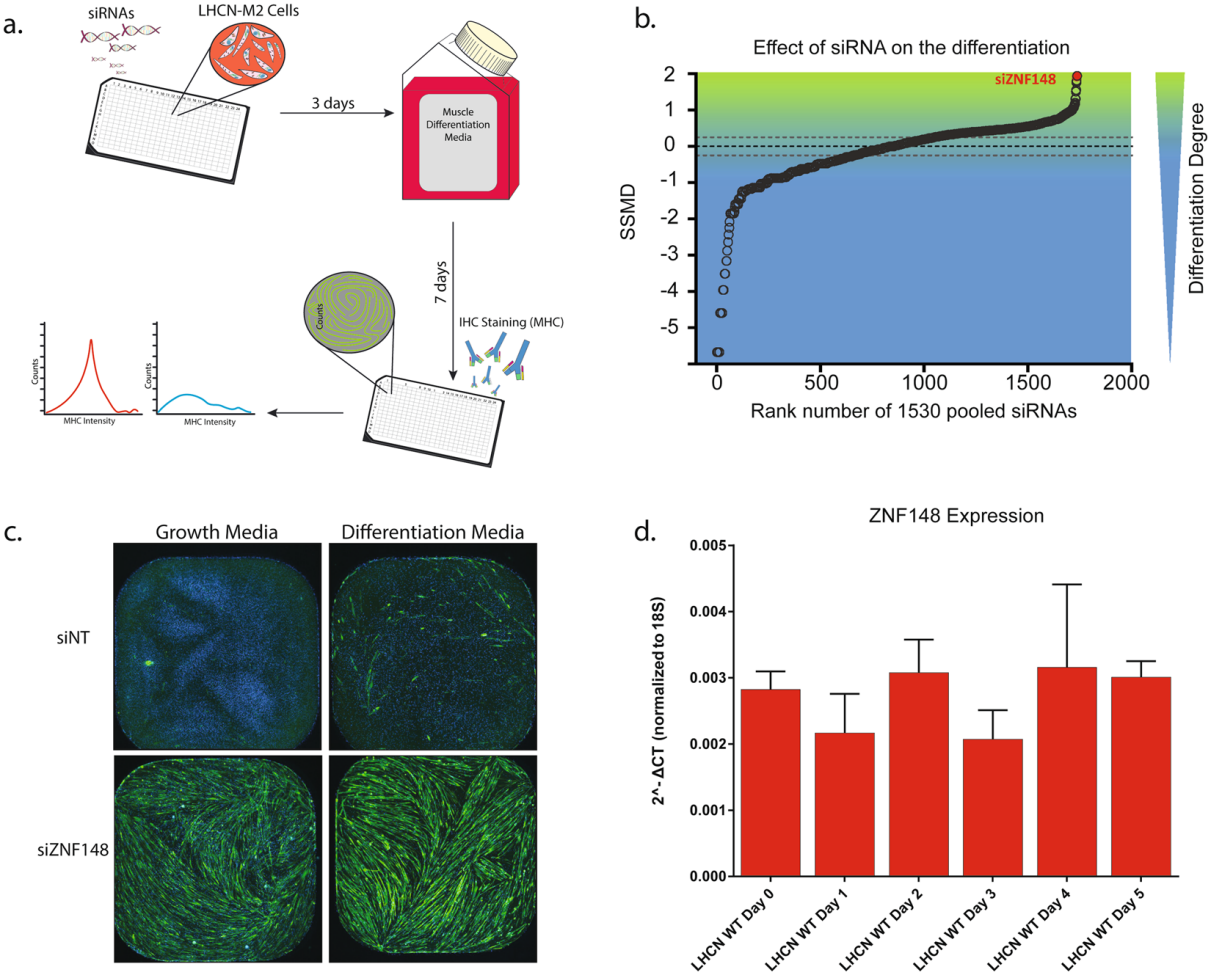
Transcription factor siRNA library screening of LHCN-M2 cells for positive and negative regulators of muscle differentiation. (**a**) Screening design schematic. (**b**) Rank of the strictly standardized mean difference (SSMD) values in the siRNA screen. SSMD values permit statistical scoring of the degree of cell differentiation by considering the area of positive myosin heavy chain (MHC) staining. (**c**) Representative images of cells treated in growth or differentiation culture conditions with nontargeting siRNA (siNT) and the top hit siRNA ZNF148 (siZNF148). (**d**) ZNF148 expression determined by qPCR of LHCN-M2 cells cultivated in either growth (Day 0) or differentiation media (Day 1–5). “WT” represents untreated cells.

### ZNF148 knockdown efficiency is correlated with enhanced myogenesis

Single siRNAs often have off-target effects^17^. To validate that the effect of siZNF148 was not caused by an off-target effect, we investigated the correlation between the levels of ZNF148 and marker of muscle differentiation. We tested the knockdown efficiency of two pools containing four siZNF148s each and four individual siZNF148s by quantitative reverse transcription PCR (qPCR) in LHCN-M2 cells (Fig. 2a). As expected, the individual siRNAs exhibited variable knockdown efficiency, but all siRNAs reduced *ZNF148* expression to some degree. Importantly, we observed a negative association between ZNF148 levels and expression of the muscle differentiation marker muscle creatine kinase (*CKM*) (Fig. 2b,c). By performing a Spearman rank-order correlation nonparametric test, we found that *ZNF148* and *CKM* expression levels were negatively correlated (*r* ^2^ = 0.81, *P* = 0.02). To verify the effect of ZNF148 knockdown on muscle differentiation, we used flow cytometry to analyze MHC protein levels in LHCN-M2 cells after transfecting them with four individual siZNF148s for 2 days and cultivating them in differentiation (i.e., growth factor–depleted) media for an additional 2 days (Fig. 2d,e and Supplementary Fig. S1). Three of the four individual siRNAs enhanced LHCN-M2 differentiation (Fig. 2e). The morphology of the differentiated cells (Supplementary Fig. S1) was concordant with the expression levels of *CKM* mRNA and MHC protein (Fig. 2). Contrary to previous observations in the mouse C2C12 cell line^13^, *ZNF148* overexpression did not alter myogenesis in LHCN-M2 cells (Supplementary Fig. S1). It is unclear whether this difference is caused by differential endogenous levels of ZNF148 protein in the two cell lines or if it is a reflection of the complex and dynamic biology of transcription factor regulation during myogenesis.

**Figure 2:**
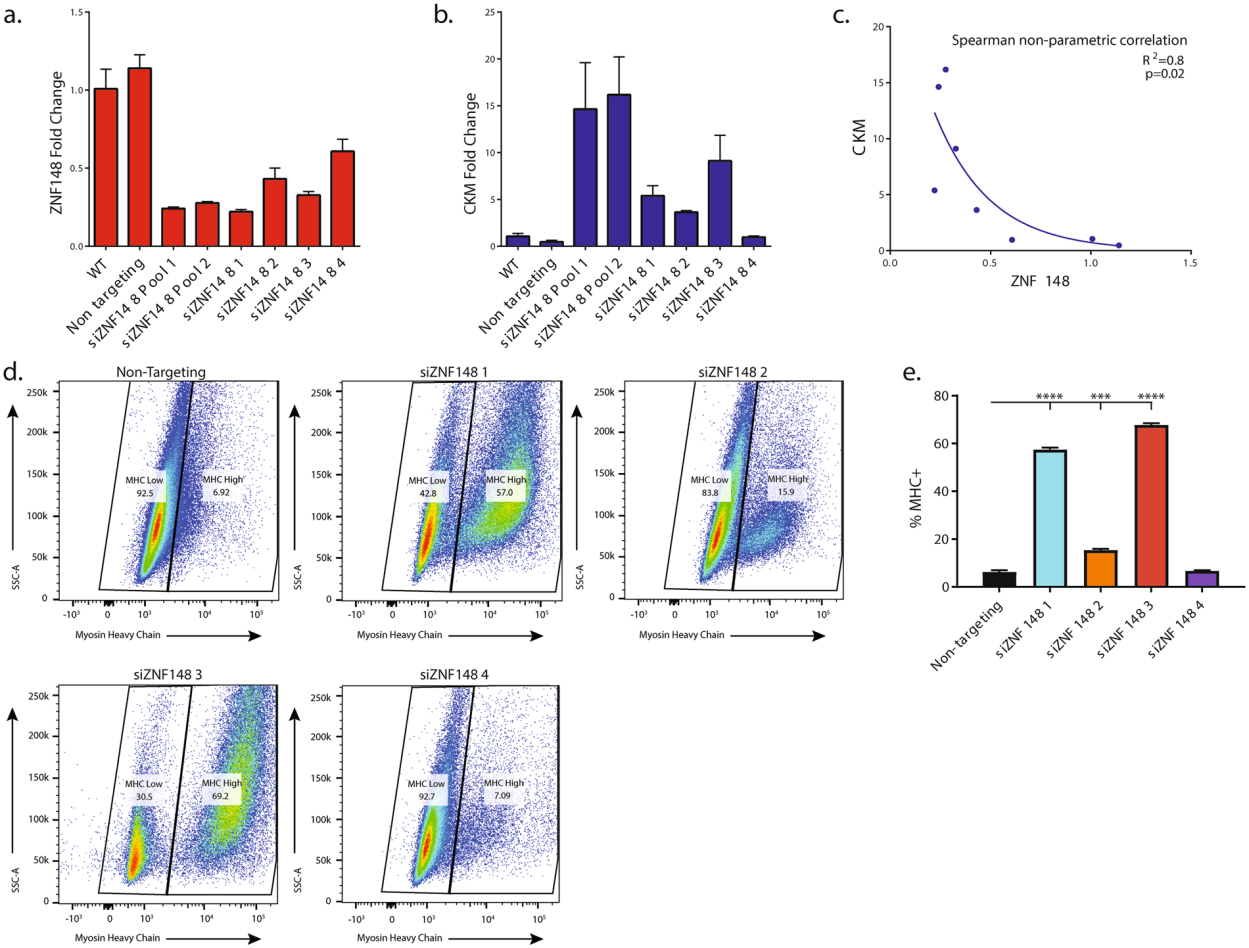
ZNF148 is a negative regulator of human myogenesis. (**a**) *ZNF148* and (**b**) muscle creatine kinase (*CKM*) mRNA expression in LHCN-M2 cells grown for 3 days in differentiation media. Treatment groups include untreated (WT), nontargeting siRNA, two pools containing four siRNAs each, and four individual siRNA sequences. (**c**) Scatterplot and nonlinear fit of *CKM* and *ZNF148* expression levels. Statistics were calculated with a nonparametric Spearman rank-order correlation and a two-tailed *P* value. (**d**) Flow cytometric analysis comparing the level of myosin heavy chain (MHC) expression in LHCN-M2 cells treated with nontargeting or four individual ZNF148 siRNAs. Representative figures are shown, n = 3 independent experiments with 250,000 events collected per experiment. SSC-A stands for side scattered light area. (**e**) Bar graph representing the percentage of cells with high MHC expression levels. Data were analyzed by one-way ANOVA. ***P < 0.01, ****P < 0.001.

### Downregulation of ZNF148 induces muscle differentiation in immortalized human myoblasts and primary human skeletal myoblasts

ZNF148 knockdown induced robust differentiation even under nondifferentiation culture conditions (Fig. 1c). To confirm that ZNF148 inhibits muscle differentiation, we used flow cytometric analysis to quantify the levels of MHC on a per cell basis (Fig. 3). Transfection of LHCN-M2 cells with siZNF148 quickly induced differentiation in growth media, whereas nontargeting siRNA had no effect (Fig. 3a). Although this effect was further enhanced by differentiation media, siZNF148 was the major driver of differentiation in both growth and differentiation media, as cultivating LHCN-M2 cells transfected with nontargeting siRNA in differentiation media produced a smaller population of differentiated cells than that of siZNF148 (Fig. 3a–c). Transfection of LHCN-M2 cells with siZNF148 also induced formation of MHC-positive filaments in multinucleated myotube structures (Fig. 3d).

**Figure 3:**
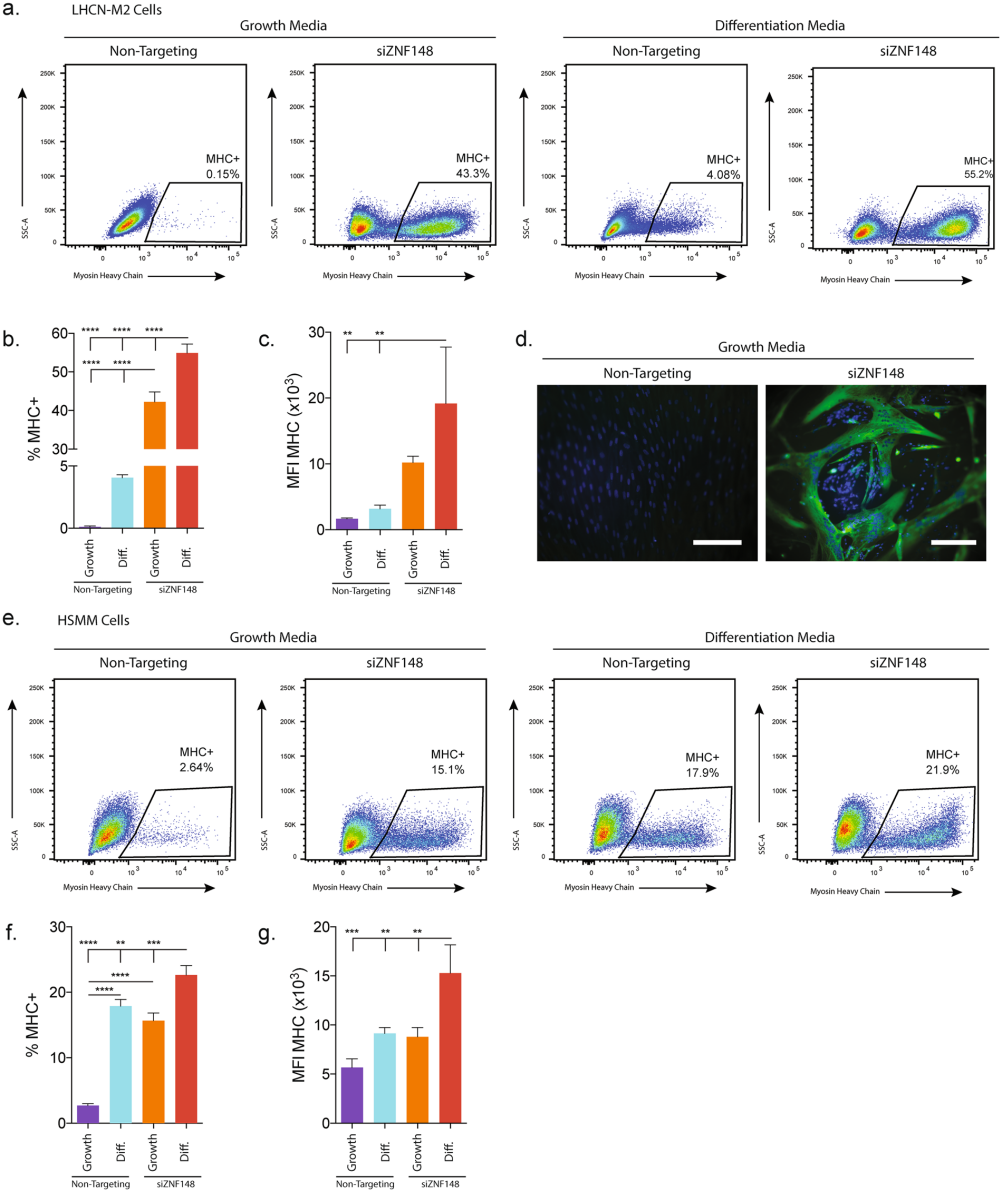
ZNF148 knockdown differentiates cells in proliferative media and is not cell type specific. (**a**) Flow cytometric analysis of myosin heavy chain (MHC) expression in LHCN-M2 cells cultivated for 2 days in growth or differentiation media. (**b**) Quantification of cell population percentages or (**c**) mean fluorescence intensity (MFI) of MHC-high expressing LHCN-M2 cells. Statistical significance was determined by one-way ANOVA. (**d**) Fluorescence microscopy of MHC- (green) and DAPI- (blue) stained LHCN-M2 cells after culture for 3 days in growth media. Scale bar = 50 µM. (**e**) Flow cytometric analysis of MHC expression in primary human muscle myoblasts (HSMM) cells cultivated for 4 days in growth or differentiation media. (**f**) Quantification of cell population percentage and (**g**) mean fluorescence intensity (MFI) of MHC-high expressing LHCN-M2 cells. Representative figures are shown, n = 3 independent experiments with 250,000 events collected per experiment. Data were analyzed by one-way ANOVA. **P < 0.01, ***P < 0.001, ****P < 0.0001. SSC-A stands for side scattered light area.

We next confirmed the effect of ZNF148 knockdown in primary HSMM cells. Consistent with our findings in LHCN-M2 cells, siZNF148 robustly induced high levels of MHC protein expression, indicative of HSMM differentiation (Fig. 3e–g). The gating strategy used to identify the expression of MHC in LHCN-M2 and HSMM by flow cytometry is illustrated in Supplementary Fig. S2. In both LHCN-M2 and HSMM cells, siZNF148 also induced high levels of myogenin by using qPCR (Fig. S2c–f).

### ZNF148 knockdown activates master myogenic transcription factors to induce myogenesis

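LHCN-M2 is an immortalized line of human myoblasts. The cells were transfected with 20 nM ZNF148 siRNA or nontargeting siRNA. They were harvested subconfluent at 24 h, or confluent at 48 or 96 h in growth media, and further cultures were harvested at 48 or 96 h in differentiation media. The RNA of each culture was hybridized to its own 1-colour Agilent array. There were 29 arrays in 10 groups, with 3 arrays per group except for nontargeting siRNA at 96 h in growth media, which had 2. Every comparison had its own nontargeting arrays. The authors deposited the background-subtracted brightness of each spot, without scaling between arrays. For the values given here, the spots of a probe were averaged on the log2 scale and quantile-normalized over all 29 arrays, as the paper's methods describe. Between 41.5% and 56.5% of the probes of an array were well above background, and the small number of arrays per group limits the precision. The 38714 probes well above background on at least 2 arrays were tested in 1 limma fit with a mean for each group. A probe was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 2-fold.

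The targeted transcript was measured first. The log2 signal of ZNF148 was 8.66 ± 0.033 (SD, n = 3 arrays) with nontargeting siRNA and 7.13 ± 0.142 (SD, n = 3) with ZNF148 siRNA at 24 h. It fell by 1.53 on the log2 scale at 24 h (limma, adjusted p = 4.3e-08), by 2.07 at 48 h (adjusted p = 7.83e-11) and by 2.31 at 96 h (adjusted p = 9.09e-11) in growth media. At each of these times every ZNF148 siRNA array lay below every nontargeting array. At 24 h 1873 probes were changed, 745 higher and 1128 lower. At 48 h 7807 probes were changed, 3828 higher and 3979 lower, and at 96 h 8062 were changed, 4079 higher and 3983 lower. Of the settings that kept the fold threshold, normexp background correction moved these counts most, to 578, 4015 and 4294. The arrays of both groups did not overlap for 43.9% of the tested probes at 24 h and 51.5% at 48 h, where chance gives 10%, and for 66.0% at 96 h, where chance gives 20%.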

To determine the early driver genes responsible for the siZNF148-induced myogenic phenotype, we performed DNA microarray analysis of LHCN-M2 cells transfected with siZNF148 at different time points. 

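The array files give no gene descriptions to search, so a list of 178 muscle-related genes was written by hand, of which 73 code for sarcomere proteins. It was written before any comparison of groups, but after the first lines of the Supplementary Data Set had been seen, and it is not the paper's list. Probes were named through the RefSeq accessions of the arrays, and a gene is given by its probe with the highest mean log2 signal. Of the listed genes, 171 had a tested probe. At 24 h 110 of these were well above background in both groups and 43 in neither group. A further 12 were above background with nontargeting siRNA only and 6 with ZNF148 siRNA only. A group counted as above background where any of its arrays was. The median log2 signal of the list was 5.73 with nontargeting siRNA and 5.74 with ZNF148 siRNA at 24 h. It was 8.33 and 12.25 at 48 h, and 8.08 and 12.15 at 96 h. Nontargeting siRNA replicate 1 raised the value of 8.33, as its listed genes stood a median of 2.76 above the mean of the other nontargeting arrays at 48 h. The values of 8.33 and 8.08 therefore do not show a fall in nontargeting cells.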

We examined the expression levels of 269 muscle-related genes in response to siZNF148. 

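The muscle-related genes were tested as a set with camera, limma's competitive set test, at a preset correlation of 0.01. Their median log2 fold change (ZNF148 siRNA minus nontargeting siRNA) was 0.03 at 24 h (adjusted p = 0.467), 3.45 at 48 h (adjusted p = 5.66e-19) and 3.54 at 96 h (adjusted p = 3.57e-17). The p-values were adjusted by the Benjamini-Hochberg method over the 25 set tests of the same family. Over the genes measured in both groups only, the medians were 0.10, 3.85 and 3.43. With normexp background correction they were 0.03, 2.74 and 2.98 over the whole list. In a fit of the other 28 arrays, without nontargeting siRNA replicate 1 at 48 h, a setting chosen after the data were seen, the median at 48 h was 4.35 and stood above that at 96 h, which stayed at 3.54. The calls at 48 and 96 h held under fry, a self-contained set test of limma. With the correlation between genes estimated from the data, camera gave p = 0.112 and p = 0.132, past no threshold. Limited to the 70 sarcomere genes with a tested probe, a list chosen after the data were seen, the medians were 0.0082, 4.42 and 4.82.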

Gene set enrichment and gene ontology analyses revealed a strikingly similar upregulation pattern that was time dependent (Supplementary Fig. S3). To determine the differential expression of the genes after 24, 48, and 96 hours of ZNF148 knockdown, we generated histograms of respective *t* scores and *P* values, allowing estimation of the *t*-value distribution (Supplementary Fig. S4). 

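The methods' two-sample Student t test was run on the same normalized values. Over all 58201 probes, 14326 had an unadjusted P under 0.05 at 24 h, 17439 at 48 h and 19858 at 96 h. Of the 38714 probes in the filtered set alone, 13897 (35.9%) had such a P at 24 h, 17100 (44.2%) at 48 h and 18739 (48.4%) at 96 h, where chance gives 5%. At 24 h 6787 of these had a positive t score and 7110 a negative one. At 48 h these were 8055 and 9045, and at 96 h 8992 and 9747. The quartiles of the t scores were -1.75 and 1.59 at 24 h, -2.48 and 1.91 at 48 h, and -3.23 and 2.77 at 96 h. The 9 other splits of the same arrays into groups of the same sizes gave a median of 824 probes at 24 h, 779 at 48 h and 741 at 96 h, and at most 2667, 1568 and 2182. Each of these splits puts arrays of both siRNAs into the same group. The effect itself then widens the groups and can hold the counts down, so they do not measure what chance gives.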

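Of the 171 muscle-related genes with a tested probe, 129 were higher and 1 was lower by more than 2-fold at 48 h, and 126 were higher and 3 lower at 96 h (limma, Benjamini-Hochberg adjusted p under 0.05). At 24 h 5 were higher and 4 lower. Adjusted over the list alone, these counts were the same at each time. Between the 48 and 96 h time points, 124 genes were higher at both, and 119 of these were not past the threshold at 24 h. In a test of the difference between the effects at 96 and 24 h, the effect at 96 h was higher for 126 genes and lower for 4. The count at 48 h moved most, to 81 higher and 1 lower, when only the arrays of that comparison entered the fit. The count at 24 h moved most with array weights, to 14 higher and 4 lower. It was 13 higher and 5 lower when nontargeting siRNA replicate 1 at 48 h, whose muscle genes stood far above those of the other nontargeting arrays, was left out of the shared fit, a setting chosen after the data were seen.

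Of all genes past the threshold that were well above background on every array of both groups, without overlap between the groups, the largest rises at 48 h were those of CKM, TNNC2, MYL1, APOBEC2 and SMPX. CKM rose by 8.06 on the log2 scale (SE 1.52, adjusted p = 0.00013). Its log2 signal was 9.26 ± 5.86 (SD, n = 3) with nontargeting siRNA, a spread that came from replicate 1, and without that array the rise was 11.45. With only the arrays of that comparison in the fit, CKM at 48 h in growth media was not past the threshold (adjusted p = 0.0867; over all alternatives 2.16e-17 to 0.0867), nor were TNNC2, MYL1, APOBEC2 and SMPX. At 96 h the largest rises were those of CSRP3 (9.08), IL17B (8.76), AQP1 (8.48), MYH7 (8.33) and MYH7B (8.30). The log2 signal of CSRP3 was 6.13 ± 0.080 (SD, n = 2) with nontargeting siRNA and 15.21 ± 0.098 (SD, n = 3) with ZNF148 siRNA (adjusted p = 1.32e-05).

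**Figure D1:**
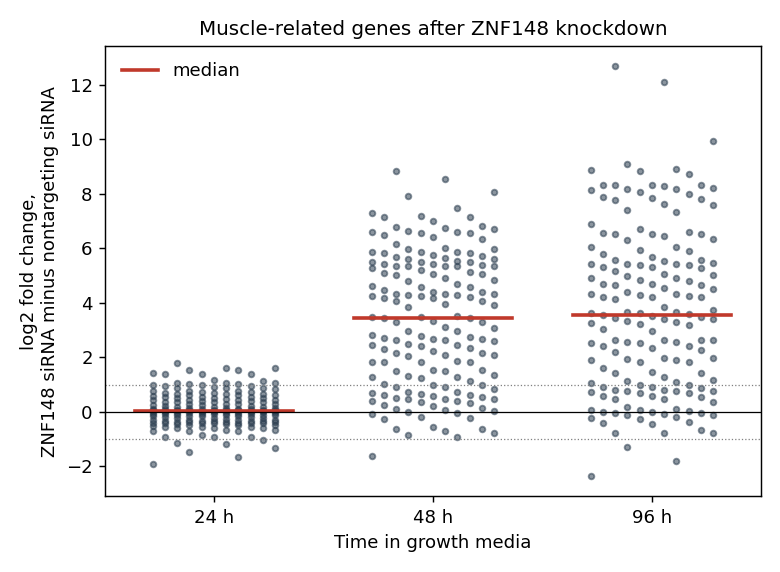
Log2 fold change (ZNF148 siRNA minus nontargeting siRNA) of each of 171 muscle-related genes at 24, 48 and 96 h in growth media, 1 point per gene, with the median as a red line; the sideways spread of the points has no meaning, and dotted lines mark a 2-fold change. The changes lie between -1.92 and 1.80 at 24 h and reach 8.85 at 48 h and 12.67 at 96 h; genes below background in a group are plotted at their fitted value.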

A subset of these genes was robustly upregulated after 48 and 96 hours, but not after 24 hours (Fig. 4a). 

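The log2 signal of MYOD1 was 15.64 ± 0.050 (SD, n = 3) with nontargeting siRNA and 16.77 ± 0.067 (SD, n = 3) with ZNF148 siRNA at 24 h. This was a rise of 1.13 on the log2 scale (SE 0.12, limma with Benjamini-Hochberg adjustment, adjusted p = 3.96e-07). MYOD1 rose by 1.32 at 48 h (adjusted p = 9.07e-09) and by 0.54 at 96 h (adjusted p = 0.00219), and every ZNF148 siRNA array lay above every nontargeting array at each time. The difference between the effects at 96 and 24 h was -0.59 (adjusted p = 0.0121). At 96 h the log2 signal was 16.46 with nontargeting siRNA and 17 with ZNF148 siRNA, both above their values at 24 h. The smaller effect thus came with a higher nontargeting level, not with a lower level in ZNF148 siRNA cells. The 24 h arrays were on a slide and scan of their own, which limits comparison of levels between times.

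MEF2C at 24 h in growth media had a log2 signal of 8.93 ± 0.102 (SD, n = 3) with nontargeting siRNA and 9.06 ± 0.176 (SD, n = 3) with ZNF148 siRNA. The arrays of both groups overlapped. The change of 0.13 (SE 0.664 from the shared fit, adjusted p = 0.959) passed the threshold under none of the 19 alternative settings, which gave adjusted or, for the methods' test, unadjusted p between 0.32 and 1. In a fit of the other 28 arrays, without nontargeting siRNA replicate 1 at 48 h, a setting chosen after the data were seen, the adjusted p was 0.581. MEF2C rose by 4.32 on the log2 scale at 48 h (adjusted p = 1.17e-05) and by 4.68 at 96 h (adjusted p = 1.92e-05). The difference between the effects at 96 and 24 h was 4.55 (adjusted p = 0.000936), and that between 48 and 24 h was 4.18 (adjusted p = 0.00124). At 48 h the MEF2C signal of nontargeting siRNA replicate 1 was 13.82, against 9.39 and 9.46 in the other nontargeting arrays. Without that array the rise at 48 h was 5.78 and that of MYOD1 was 1.56.

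**Figure D2:**
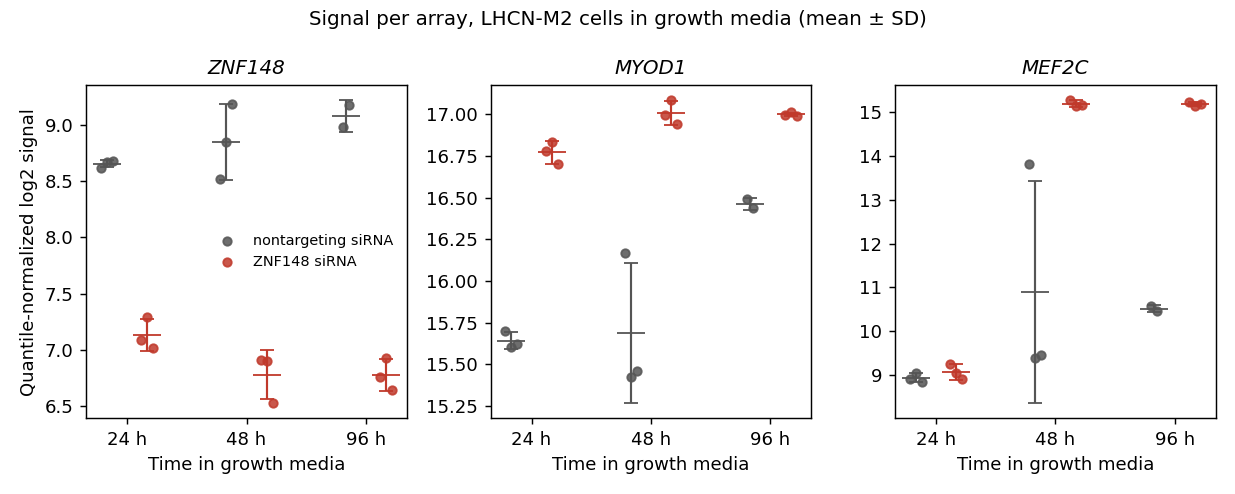
Quantile-normalized log2 signal of ZNF148, MYOD1 and MEF2C on each array at 24, 48 and 96 h in growth media, with nontargeting siRNA in grey and ZNF148 siRNA in red; bars are the mean and SD, and the signal axis of each gene has its own range. The MEF2C points of both groups overlap at 24 h, and 1 nontargeting array at 48 h stands at 13.82.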

*MEF2C* and *MYOD* were significantly upregulated (*P* > 0.05) at each time point after ZNF148 knockdown (Fig. 4b).

**Figure 4:**
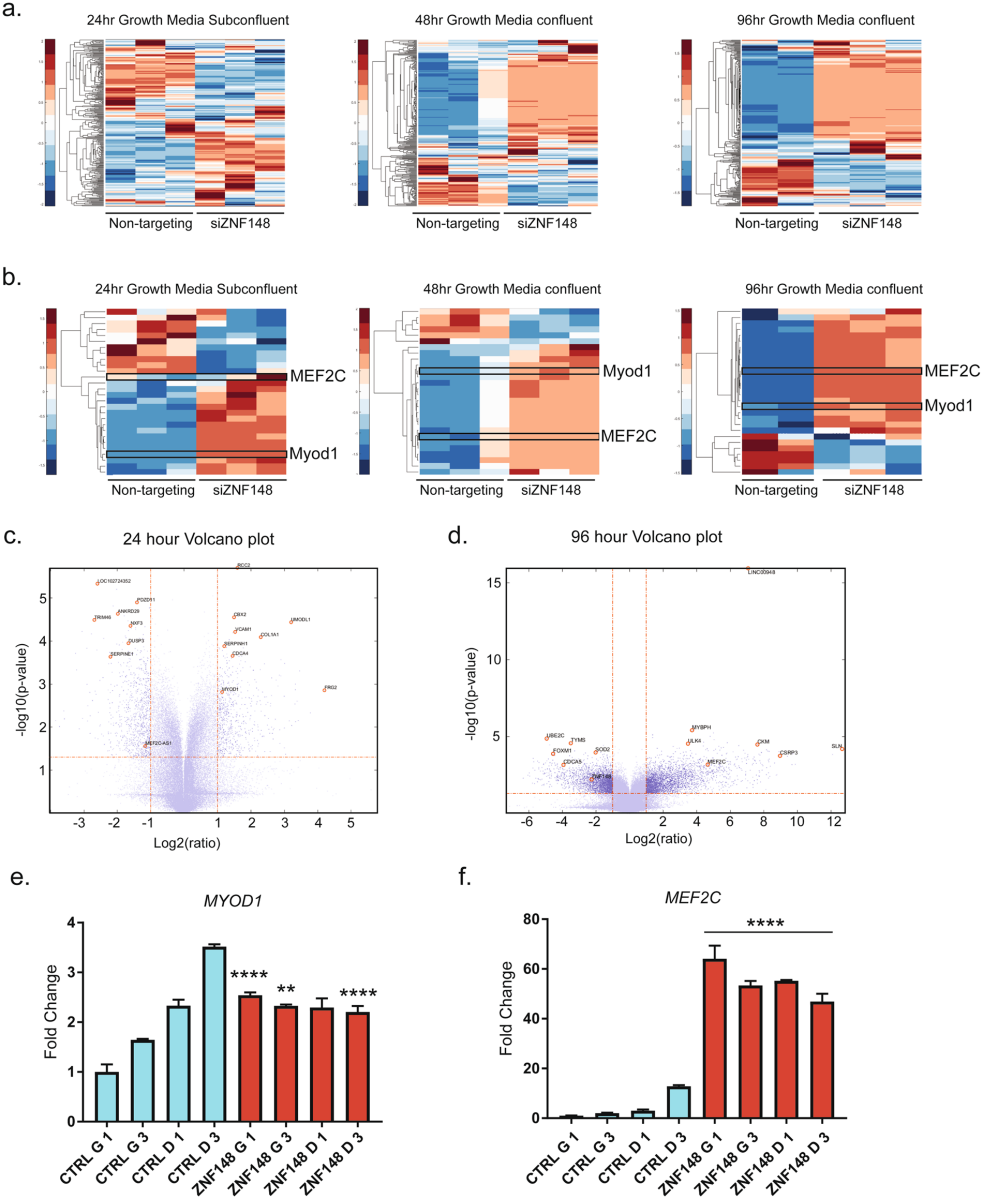
Microarray analysis reveals prominent muscle transcription factors are upregulated within 24 hours of ZNF148 knockdown. (**a**). Microarray clustergram of 269 muscle genes in LHCN-M2 cells cultivated for 24 hours (subconfluent), 48 hours (confluent), or 96 hours (confluent) in growth media. Nontargeting siRNA was compared with ZNF148 siRNA. (**b**) Microarray clustergram of the statistically significant (*P* < 0.05) muscle genes in LHCN-M2 cells cultivated for 24 hours in growth media (subconfluent). The same genes are shown for cells cultivated for 48 hours (confluent) and 96 hours (confluent) in growth media. Nontargeting siRNA was compared with ZNF148 siRNA. Volcano plots of LHCN-M2 cells grown for (**c**) 24 hours and (**d**) 96 hours. The plots illustrate all of the top hits from the microarray analysis at indicated times. (**e**) *MYOD* expression in LHCN-M2 cells transfected with either nontargeting siRNA or ZNF148 siRNA in growth media (G) or differentiation media (D) for 1 or 3 days (G1, G3, D1 and D3). (**f**) *MEF2C* expression in LHCN-M2 cells treated with the conditions described in (**e**). **P < 0.01, ***P < 0.001, ****P < 0.0001.

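The histone genes of chromosome location 6p22 were taken as those whose older symbols start with HIST1H, of which 52 had a tested probe. At 24 h 15 of these (28.8%) were higher by more than 2-fold, against 452 (2.46%) of the 18398 genes with a tested probe (two-sided Fisher's exact test, p = 2.22e-12 after Benjamini-Hochberg adjustment over 6 tests). At an adjusted p under 0.05 alone, 46 were higher. Adjusted over the list alone, 47 were higher. Only HIST1H1T was lower, and its probe was not well above background in either group. The median log2 fold change was 0.75 at 24 h (camera, adjusted p = 9.64e-21), and the call held with the correlation between genes estimated from the data (p = 0.00847). The 24 other genes that lie between the HIST1H genes in the reference gene order (GRCh38.p14) had a median of -0.25, which was -0.01 after scaling to the 75th percentile. With each array of the 24 h comparison left out in turn, the median of the HIST1H genes stayed between 0.63 and 0.83.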

We observed that a disproportionate number of upregulated genes clustered to the chromosome location 6p22 after 24 hours of ZNF148 knockdown (Supplementary Fig. 4). Interestingly, genes that were downregulated after 48 and 96 hours clustered to the same chromosome location with considerable gene overlap. 

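At 48 h 32 of the 52 HIST1H genes (61.5%) were lower by more than 2-fold, against 12.2% of all genes tested (Fisher's exact test, adjusted p = 3.11e-16). At 96 h 29 (55.8%) were lower, against 12.4% of all genes (adjusted p = 2.69e-13). Of the genes higher at 24 h, 31 were lower at both later times, and 14 changed by more than 2-fold at all 3 times. The median log2 fold change of the HIST1H genes was -1.39 at 48 h and -1.31 at 96 h. The 24 other genes that lie between them had medians of -0.29 and -0.30. The decreases of the HIST1H genes were past the threshold with camera (adjusted p = 2.94e-07 and 7.13e-07) and with fry, but not with the correlation estimated from the data (p = 0.124 and p = 0.137). HIST1H3B rose by 1.15 at 24 h (limma, adjusted p = 3.76e-07) and fell by 3.01 on the log2 scale at 48 h (adjusted p = 4.44e-14) and fell by 5.14 on the log2 scale at 96 h (adjusted p = 1.82e-16). HIST1H2AI rose by 1.12 at 24 h and was not well above background with ZNF148 siRNA at the later times, where it was at least 11.3-fold lower at 48 h and at least 29.6-fold lower at 96 h.

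**Figure D3:**
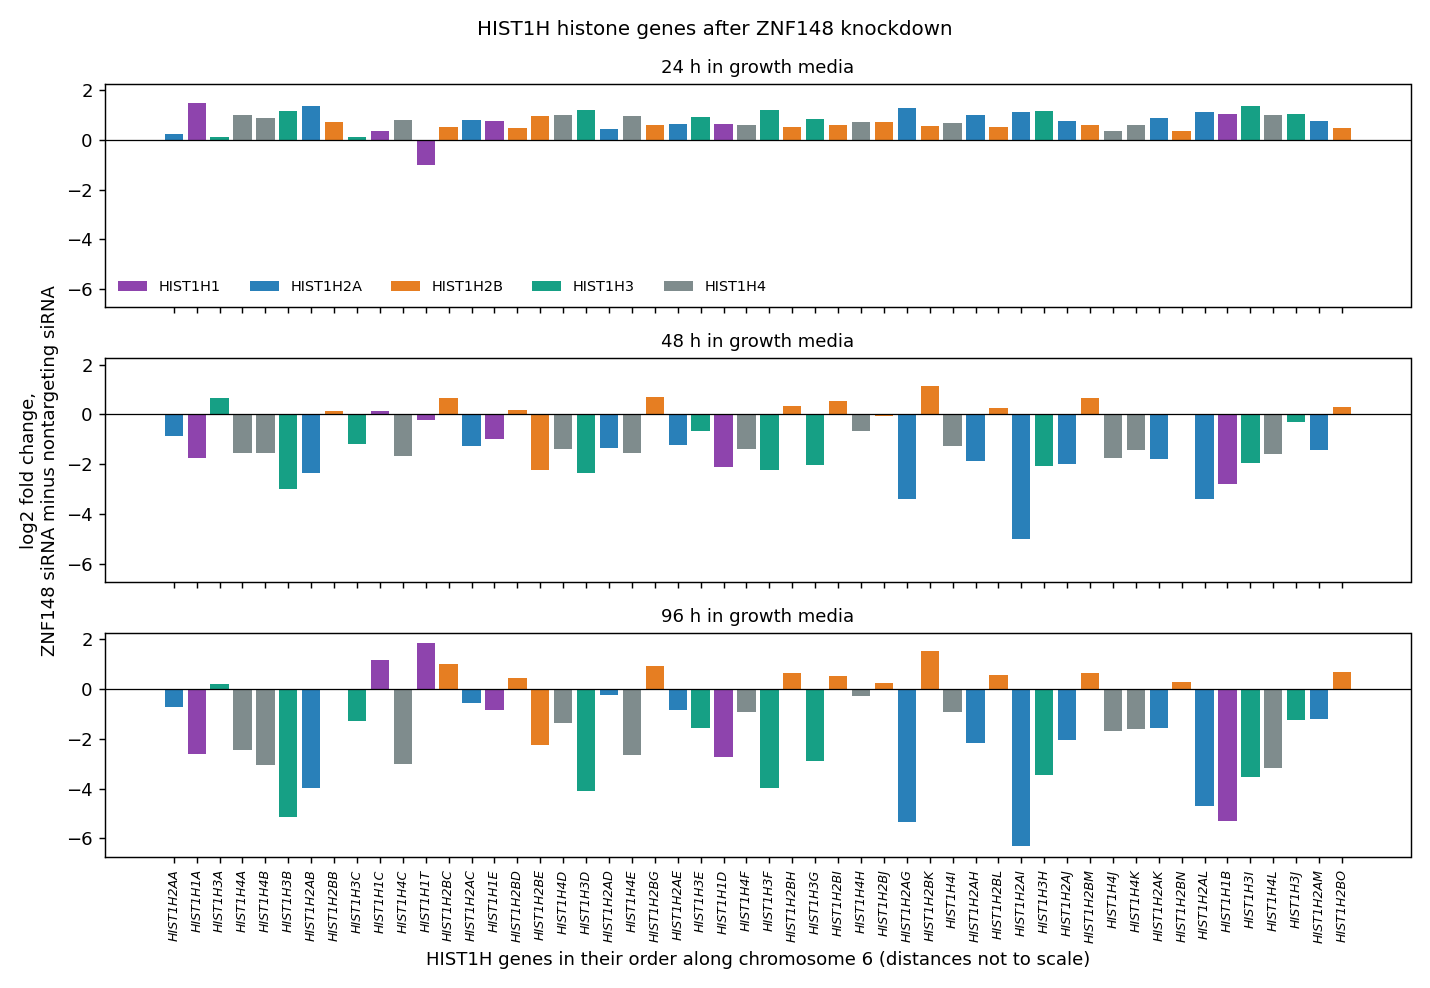
Log2 fold change (ZNF148 siRNA minus nontargeting siRNA) of the HIST1H genes at 24, 48 and 96 h in growth media, in their order along chromosome 6 and coloured by histone type; genes below background in a group are plotted at their fitted value. Most bars stand above 0 at 24 h and below 0 at 48 and 96 h, except for genes of the HIST1H2B type, of which 9 of 13 were higher at 48 h.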

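Of the genes listed in Supplementary Table S1, 16 of 17 at 24 h, 29 of 36 at 48 h and 29 of 30 at 96 h were histone genes. All 17 genes of the 24 h list were higher (limma, Benjamini-Hochberg adjusted p under 0.05), 14 of them by more than 2-fold, with a median log2 fold change of 1.15. Of the 48 h list, 35 had a tested probe, of which 32 were lower and 3 higher. All 30 genes of the 96 h list were lower, with a median of -2.69. The study chose these lists on the same samples, so the counts are not independent evidence. By histone type, the HIST1H3 genes had the largest medians, with 1.099 at 24 h, -1.99 at 48 h and -3.17 at 96 h. With normexp correction the HIST1H2A genes had the largest median at 48 h, with -1.78 against -1.56 for the HIST1H3 genes. The 13 HIST1H2B genes had medians of 0.55, 0.29 and 0.57, and 10 of them were higher at 96 h. Genes of 1 histone type are close to identical in their coding sequence, so their probes can share targets. The 10 histone genes of the HIST2, HIST3 and HIST4 clusters, which lie elsewhere, had medians of 0.65, -1.16 and -0.97. In growth media these directions were the same with scaling to the 75th percentile, normexp correction and the authors' normalized values.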

The genes in this cluster were largely histone genes (Supplementary Table S1), which may play a role in initiating the myogenic program. To better visualize the expression difference between the 24- and 96-hour time points, we generated volcano plots (Fig. 4c,d), which revealed several other genes that are drastically up or downregulated. 

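Of the genes labeled in Fig. 4c and found on the arrays, all 16 changed at 24 h to the side on which the plot shows them, and 14 were past the threshold. These included COL1A1, which rose by 2.30 on the log2 scale (limma, adjusted p = 6.92e-06). UMODL1 and FRG2 were not well above background with nontargeting siRNA and were at least 2.47-fold and at least 5.26-fold higher with ZNF148 siRNA. For such a bound, each array on which the gene was below background was set to the lowest signal of any probe well above background on that array, where its own signal was lower. ANKRD29 fell by 1.92 (adjusted p = 0.0434) and was not past the threshold under 8 of 18 alternative settings. Of the genes labeled in Fig. 4d, all 12 changed at 96 h to the side shown and all were past the threshold. UBE2C fell by 4.98 (adjusted p = 1.82e-16), FOXM1 by 4.63 and TYMS by 3.48, and SLN was at least 1600-fold higher.

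By the same rule as for the rises at 48 and 96 h, the largest rises at 24 h were those of CDKN1C (3.36, adjusted p = 0.000437), NANOS1 (3.15), SOX8 (2.95), HEY1 (2.76) and PKDCC (2.73). The largest falls were those of CPEB1 (-3.34, adjusted p = 4.19e-05), CYBRD1 (-3.24), CEND1 (-3.15), RAB32 (-3.02) and DAZAP2 (-3.02). At 48 h the largest falls included those of ACTG2 (-5.41, adjusted p = 2.78e-16), CRYBG1 (-4.70) and PBK (-4.66). At 96 h the largest falls were those of HLA-DOA (-6.29, adjusted p = 6.28e-11), KIF14 (-6.13), HLA-DMB (-5.86), NUF2 (-5.78) and ASPM (-5.72). Each of these genes is given by 1 probe, and for CYBRD1 another probe rose by 1.09 at 96 h while the probe given here fell by 1.54. Over the alternatives, the change came down to -1.40 for DAZAP2 and -1.79 for CYBRD1 at 24 h, and to -3.40 for HLA-DOA at 96 h. These calls held, but the sizes and the order of the falls depend on the setting.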

One such example is an important regulator of skeletal muscle physiology termed *MRLN* ^18^ (Supplementary Data Set).

To validate our microarray findings, we conducted qPCR analysis of nontargeting and ZNF148 siRNA–transfected LHCN-M2 cells cultivated in either growth or differentiation media. As expected, *MYOD* was upregulated (2.5×) within 24 hours of ZNF148 knockdown and remained at approximately the same level, regardless of growth or differentiation conditions. In contrast, *MYOD* levels steadily increased in nontargeting siRNA–treated cells grown in differentiation media (Fig. 4e). Furthermore, *MEF2C* was greatly upregulated (~60×) within 24 hours of ZNF148 knockdown (Fig. 4f). These findings illustrate that *MEF2C* and *MYOD* play a critical role in muscle differentiation. This is particularly supported by evidence that ectopic expression of *MYOD* in nonmuscle cell types results in a muscle phenotype^4, 19, 20^ and that dysregulated *MYOD* is primarily responsible for impaired differentiation in rhabdomyosarcoma^21^.

## Discussion

The overall objective of these studies was to identify the regulators of human muscle differentiation. To meet this objective, we used human LHCN-M2 cells rather than mouse C2C12 cells, which eliminated the identification of nonconserved regulators. We found the most robust negative regulator of muscle differentiation was ZNF148. Similar observation was made in HSMM cells, although the effect of siZNF148 in HSMM was slightly weaker than that in LHCN-M2 cells. LHCN-M2 cells were derived from a selected clone that displayed a tremendous ability to differentiate^10^, which may explain the more striking effect of ZNF148 knockdown in LHCN-M2 cells. Nevertheless, knockdown of ZNF148 results in a strong enhancement of differentiation and is not cell line specific.

ZNF148 regulates differentiation of several other tissue types^22–24^ in addition to muscle^11, 13^. However, the role of ZNF148 in muscle differentiation may be species specific. Although downregulation of ZNF148 in mouse C2C12 delays myogenesis by inhibiting the required downregulation of vimentin, Sp1, and, Sp3^13, 14^, we show that the opposite phenomenon occurs during human myogenesis. Because ZNF148 is highly conserved, it is likely that the differences between human and mouse are mediated by diverse downstream targets of ZNF148 or by splice variants of full-length ZNF148^12^. Additionally, the level and tissue distribution of ZNF148 expression may be different among species. For example, mice express low levels in the testis and heart, intermediate levels in skeletal muscle, and high levels in the brain and liver^11^. Moreover, ZNF148 levels are downregulated in mouse embryos and in C2C12 cells. In contrast, rats express similar levels of ZNF148 among all tissues^23^. Likewise, ZNF148 levels remain relatively unchanged during human LHCN-M2 cell differentiation.

It is important to note that overexpression of *ZNF148* did not affect MHC expression in LHCN-M2 cells, unlike that in C2C12 cells^13^. We observed cellular stress and growth defects in response to *ZNF148* overexpression, which ultimately led to cell death (data not shown). However, when we transduced LHCN-M2 cells with diluted lentiviral-ZNF148 cDNA, the cells were able to grow and differentiate; suggesting that constitutive expression of high levels of ZNF148 protein is cytotoxic and impairs myogenesis. In addition, ZNF148 levels are dynamic in embryo development, in which they are upregulated during early embryogenesis and rapidly downregulated in fetal development^11^. It is likely that C2C12 and LHCN-M2 cells do not recapitulate identical stages of myoblast differentiation. Therefore, ZNF148 may play different roles at different stages of myoblast to myotube progression.

We used DNA microarray analysis at different time points after ZNF148 knockdown to identify genes that are upregulated during myogenesis in a time-dependent manner. 

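Over all genes with a tested probe, 452 were higher and 567 lower at 24 h, and 2264 were higher and 2286 lower at 96 h. Of the 4 muscle-related genes that were lower at 24 h, CRYAB fell by 1.34 on the log2 scale (limma, Benjamini-Hochberg adjusted p = 7.76e-05) and OBSL1 by 1.17 (adjusted p = 0.00762), and both were higher at 48 and 96 h. MYL7 fell by 1.15 (adjusted p = 0.0205) and PFKM by 1.01 (adjusted p = 3.51e-10). The 5 that were higher at 24 h were CHRNG (1.80, adjusted p = 0.0212), DAG1 (1.38), MYOZ3 (1.16), MYOD1 and DMD (1.04). These genes, apart from MYOD1, are named because so few passed the threshold, after their values were seen. At an adjusted p under 0.05 alone, 18 muscle-related genes were higher and 15 lower at 24 h. From the arrays, the paper states that prominent muscle transcription factors were upregulated within 24 h (Fig. 4), and it proposes that the histone genes of the 6p22 cluster may play a role in initiating the myogenic program.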

We identified an early downregulation response followed by a late upregulation response of genes involved in muscle differentiation. The two most notable early response genes were *MYOD* and *MEF2C*. Together, our findings suggest that ZNF148 knockdown induces changes in the transcriptome that lead to direct or indirect upregulation of *MYOD* and *MEF2C*, resulting in commitment to a muscle differentiation program. However, further studies are required to elucidate the exact mechanism in which ZNF148 regulates MYOD/MEF2C function.

Here, we present evidence that ZNF148 knockdown induces global gene expression changes, which result in an enhanced myogenic program. Remarkably, we observed a specific early- and late-response change in the expression of histone genes. Although it is presumable that these genes play some role in the initiation of myogenesis, to our knowledge histone genes have not been studied during muscle differentiation, nor have they been implicated as interacting partners of ZNF148. Because these genes appear to be specifically regulated during myogenesis, possibly in a temporal manner, the role these genes play in muscle determination and differentiation warrants further investigation.

ZNF148 plays a significant role in differentiation, likely through the maintenance of a pluripotent state by inhibiting differentiation proteins MYOD and MEF2C. Thus, ZNF148 regulation may allow for normal growth and repair of muscle cells. ZNF148 has been described as both a positive and negative regulator and although ZNF148 transcriptional level does not change, downstream targets likely change, which has been shown previously^16^. Aberrant or unregulated ZNF148 expression may contribute to diseases of muscle differentiation, such as rhabdomyosarcoma.

## Methods

### Materials

Fetal bovine serum and horse serum were purchased from HyClone (Logan, UT). Cell culture reagents, fluorescent secondary antibodies, Lipofectamine, and RNAiMax were purchased from Invitrogen (Carlsbad, CA). Zinc sulfate, Vitamin B12, apo-transferrin, dexamethasone, and insulin were purchased from Sigma-Aldrich (St. Louis, MO). Hepatocyte growth factor (GF116) was purchased from EMD Millipore (Billerica, MA). Bovine fibroblast growth factor was purchased from BioPioneer Inc. (HRP-0011). Pooled (L-012658-00-005), individual ZNF148 (D-012658-01, D-012658-02, D-012658-04, D-012658-17), and nontargeting siRNAs (D-001210-05-05) were purchased from GE Dharmacon (Lafayette, CO). Alexa Fluor 700 mouse IgG2a isotype control, Alexa Fluor 647 mouse IgG1isotype control, Alexa Fluor 488 mouse IgG1isotype control, PE mouse IgG2b isotype control, PE-MHC, BD Phosflow, and BD Cytofix were purchased from BD Biosciences (San Jose, CA). Human MHC antiserum was collected from an MF20 hybridoma (Developmental Studies Hybridoma Bank, Iowa City, IA). MYH2 (MHC), ZNF148, CKM, MYOG, GAPDH, and 18S TaqMan probes were purchased from Thermo Fisher Scientific (Waltham, MA).

### Cell culture

All cell lines were maintained in a humidified incubator at 37 °C with 5% CO_2_. LHCN-M2 cells were grown and differentiated as previously described^10^. HSMM cells were purchased from Lonza (Allendale, NJ) and cultivated according to manufacturer protocol. The cells were routinely verified to be mycoplasma-free by using the MycoProbe Mycoplasma Detection kit (R&D Systems, Minneapolis, MN).

### siRNA screen

The general procedure for siRNA screen and analysis has been previously described^25^. The human transcription factor library siRNAs (GE Dharmacon) were reverse-transfected into LHCN-M2 cells with DHARMAFect2 (GE Dharmacon) at a final concentration of 25 nM in gelatin-coated 384-well plates (Perkin Elmer, Waltham, MA). At 24 hours after transfection, the cells were supplemented with complete growth media (a four to one ratio of DMEM to M199 supplemented with 15% FBS, 0.02 M HEPES, 0.03 µg/mL zinc sulfate, 1.4 µg/mL vitamin B12, 0.055 µg/mL dexamethasone, 2.5 ng/ml hepatocyte growth factor, and 10 ng/ml basic-FGF). To initiate the differentiation of myoblasts, one-half of the growth media was substituted with differentiation media (a four to one ratio of DMEM: to M199 supplemented with 0.02 M HEPES, 0.03 µg/mL zinc sulfate, 1.4 µg/mL vitamin B12, 10 µg/mL insulin, and 100 µg/mL apo-transferrin). One-half of the media was exchanged every 48 hours. After 7 days, the cells were fixed in 4% paraformaldehyde (EMS, Hatfield, PA), permeabilized with 0.25% Triton X-100 in PBS, and incubated with MHC antiserum and anti–FLAG M2 antibody overnight at 4 °C. After a 1-hour incubation with a goat anti–mouse secondary antibody conjugated with Alexa Fluor 488 and with DAPI, the cells were imaged with the Acumen Cellista system (TTP Labtech, Cambridge, MA). Intensity, area and count of nuclei, and MHC-positive cells were measured with the Cellista program. An SSMD-based algorithm on a graphical user interface, termed GUItars^26^, for analysis of high-throughput RNA interference screening was used for statistically evaluating quality controls and effects of the test siRNAs. Hits were identified as putative enhancers (SSMD ≤ −0.5).

### RNA extraction and quantitative reverse transcription PCR

RNA was extracted with a Maxwell simplyRNA Tissue kit and Maxwell Instrument (Promega, Madison, WI). RNA concentration was measured with a NanoDrop 8000 UV-Vis Spectrophotometer (Thermo Fisher Scientific). The SuperScript VILO cDNA Synthesis kit (Life Technologies, Carlsbad, CA) was used to synthesize cDNA, according to the manufacturer protocol. To determine mRNA expression, Applied Biosystems TaqMan assays (20×), Fast Advanced Master Mix (Life Technologies), and an Applied Biosystems 7900HT Fast Real-Time PCR system (Life Technologies) were used in accordance with the TaqMan Fast protocol. Gene expression was normalized to the 18S rRNA housekeeping gene, which did not vary in expression during LHCN-M2 or HSMM cell differentiation. Each experiment was performed at least three times, and all samples were analyzed in triplicate.

### siRNA transfection (6-well plates)

Cells were transfected with 20 nM siRNA per well with RNAiMax (Invitrogen), according to the manufacturer protocol. In differentiation experiments, the media was replaced with differentiation media 2 days later, effectively removing the transfection reagents. For 24-hour microarray samples, the transfection reagents were removed during media washes prior to RNA extraction.

### Lentivirus generation and viral transduction

Lentivirus was generated in HEK293T cells (ATCC, Manassas, VA) in 10-cm dishes. Briefly, 9 µg human ZNF148 transfer vector (GE Dharmacon), 7 µg psPax2 (plasmid # 12260, Addgene, Cambridge, MA), and 2 µg pmd2.G (plasmid # 12259, Addgene) were combined with lipofectamine 3000, according to the manufacturer protocol. Virus was collected 48 hours after transfection, centrifuged at 500 *g* for 5 min to remove cells and debris, filtered with a 0.45 µM PES filter, and frozen at −80 C. Viral transduction was accomplished with 500 μL viral media added to one 10 cm-dish of LHCN-M2 cells at 75% cellular confluence with 4 µg/mL Polybrene (Sigma-Aldrich) for 16 hours. Viral media was then replaced with fresh growth media.

### Flow cytometry

To determine the degree of muscle differentiation, we performed flow cytometric analysis of MHC staining. LHCN-M2 (10^6^) and HSMM cells (10^6^) were fixed with BD Cytofix and permeabilized with BD Phosflow, according to manufacturer directions. The cells were washed three times with 1 mL staining buffer (1 × DPBS, 2% FBS, 1 mM EDTA, and 0.02% sodium azide) and then stained with PE-MHC (1 ng/10^6^ cells) and DAPI for 20 min at room temperature while protected from light. After staining, the cells were washed twice with staining buffer, resuspended in 500 µL staining buffer and analyzed with a custom-configured BD Fortessa flow cytometer and FACSDiva software (BD Biosciences). Data were analyzed with FlowJo software v10 (TreeStar, Ashland, OR). All experiments were performed with at least three biological replicates and 250,000 events collected per sample.

### Immunofluorescence and microscopy

LHCN-M2 cells were grown and differentiated in gelatin-coated chamber slides. The cells were fixed with 4% paraformaldehyde and then permeabilized with 0.1% Triton × 100 for 10 to 15 min. The cells were blocked with 3% BSA for 1 hour at room temperature and then stained with MHC primary antibody overnight. The cells were washed three times with TBST buffer (50 mM Tris, 150 mM NaCl, 0.1% Tween 20). After washing, the cells were stained with a secondary antibody conjugated with Alexa Fluor 488 for 1 hour at room temperature. After staining, the cells were washed three times with TBST and then stained with DAPI (300 nM) for 3 min, followed by three more washes with TBST. The stained cells were mounted with Prolong Gold antifade reagent (Life Technologies). Images were acquired with a Nikon Eclipse Ti-S fluorescence microscope (Nikon Instruments Inc., Melville, NY).

### Microarray

The general DNA microarray procedure has been described previously^27^. LHCN-M2 cells were transfected with 20 nM ZNF148 siRNA or nontargeting siRNA. After 24 hours of transfection, cell pellets were frozen at −80 C. Additional cell pellets were frozen after 48 or 96 hours in growth media or differentiation media. The pellets were lysed and RNA was extracted with the Qiagen miRNAeasy kit, according to the manufacturer protocol. The RNA was further cleaned with the Qiagen RNeasy MinElute kit, according to the manufacturer directions. RNAs were amplified and labeled with the One-Color Low Input Quick Amp Labeling kit (Agilent 5190–2305, Santa Clara, CA) followed by hybridizing to the SurePrint G3 Human GE 8 × 60 K microarray (Agilent-028004) that contains 42,545 unique probes targeting 27,958 Entrez genes. Microarrays were scanned with an Agilent array scanner (G2565CA) at 3-μm resolution. Microarray data were extracted by Agilent Feature Extraction software (v10.5.1.1) and the GE1_107_Sep09 protocol. Quantile normalization on log-transformed, background-subtracted signal intensity was performed for all samples, followed by comparison between the sets of replicates from different experimental groups. Student *t* test was used to determine the statistical significance of the difference between the paired samples from three replicates of each experiment. The expression of a gene was considered significantly different if the *P* value was less than 0.05 and the expression change was greater than two-fold for at least one of the group comparisons. The data process and PCA analysis were performed using Partek software (St. Louis, MO). Geo no. GSE94441.

### Heatmaps, volcano plots, gene set enrichment analysis, and gene ontology

We used the clustergram syntax in MATHLAB software to compute hierarchical clustering representations of select genes as a function of relative expression. Color bars were inserted to show the scale of comparative expression values. We conducted word searches within known gene functions and identified 269 known muscle-related genes. Volcano plots were generated in MATLAB by plotting statistically significant differentially expressed genes for each group. Statistically significant genes were plotted as a function of −log10 (*P* value), and significant differentially expressed genes were plotted by log2. Significant differences in expression were identified as values occurring outside the fold change of log2(ratio) values. Significantly upregulated or downregulated gene lists from each group were subjected to enrichment analysis using the Enrichr web server (http://amp.pharm.mssm.edu/Enrichr)^28, 29^. The ‘network’ and ‘chromosome location’ features were utilized to generate gene set networks and chromosomal loci representations, respectively. ‘GO Biological Process’ was chosen for all shown networks. Graphical scatterplot representations were generated by placing enriched gene sets into the REVIGO web server^30^ to visualize nonredundant, significantly upregulated genes for all time points. Color, size, and both axes correspond to log10 *P* value.

### Statistical analysis

Datasets obtained from DNA microarray analysis were subjected to two-sample *t* tests with MATLAB software. Values were subjected to 10,000 permutations and re-evaluated with *t* tests to examine differential expression of genes from the 24-, 48-, and 96-hour time points. Histograms of respective *t* scores and *P* values were generated to allow estimation of the *t*-value distribution. Statistically significant genes were selected in each group when *P*  < 0.05. To ascertain whether a correlation exists between *CKM* and *ZNF148* expression levels, we created a scatterplot and used a nonlinear line to visualize the fit. We then performed a Spearman rank-order correlation nonparametric test to generate a correlation coefficient. For other assays, data from at least three independent replicated experiments were quantitatively analyzed by one-way ANOVA with Dunnett multiple comparisons test or by Student 2-tailed *t* test with GraphPad Prism 7.0 software, as indicated. All data are expressed as the mean ± SD.

### Data availability

The authors declare that all data supporting the findings of this study are available within the article and its Supplementary Information, or from the corresponding author on request. The accession code is: Geo no. GSE94441 for Microarray analysis (GEO accession number).

## Electronic supplementary material

Supplementary Information

Supplementary Dataset 1

# Supplementary material for: Transcription factor ZNF148 is a negative regulator of human muscle differentiation
**Source:** Sci Rep. 2017 Aug 15;7:8138. doi: 10.1038/s41598-017-08267-5
**Supplement:** Supplementary file 1 — Supplementary Information

**Transcription factor ZNF148 is a negative regulator of human muscle  
differentiation**

Jesse Bakke<sup>1</sup>, William C. Wright<sup>1,2</sup>, Anthony E. Zamora<sup>3</sup>, Su Sien Ong<sup>1</sup>, Yue-Ming Wang<sup>1</sup>, Jessica D. Hoyer<sup>1,2</sup>, Christopher T. Brewer<sup>1,2</sup>, Paul G. Thomas<sup>3</sup> & Taosheng Chen<sup>1,2,\*</sup>

**Supplementary Figure S1.** (a) Phase-contrast microscopy of LHCN-M2 cells after culture for 3 days in differentiation media. Treatment groups include untreated (WT), nontargeting siRNA, two pools containing four siRNAs each, and four individual siRNA sequences. (b) Representative gating strategy for flow cytometric analysis of myosin heavy chain (MHC) staining, as described in Fig. 2d. (c) *ZNF148* expression and (d) *MHC* expression in LHCN-M2 cells treated with the following constructs: GFP, ZNF148 cDNA (oeZNF148), nontargeting siRNA (siControl), and ZNF148 siRNA. Data was analyzed by one-way ANOVA. \*\*\*\* $P < 0.0001$ .

**Supplementary Figure S2.** Representative gating strategy for flow cytometric analysis of myosin heavy chain (MHC) staining in (a) LHCN-M2 cells and (b) primary human muscle myoblasts (HSMM), as described in Fig. 3a,e. (c) *ZNF148* expression and (d) *MYOG* expression in LHCN-M2 cells treated with nontargeting siRNA (siControl), and ZNF148 siRNA. (e) *ZNF148* expression and (f) *MYOG* expression in HSMM cells treated with nontargeting siRNA (siControl), and ZNF148 siRNA. Data was analyzed by one-way ANOVA. \*\*\*\* $P < 0.0001$ .

**Supplementary Figure S3.** Graphical scatterplots and ontology networks of enriched significantly upregulated genes from (a) 24-hour, (b) 48 hour, and (c) 96-hour time points. Size, color, and both axes correspond to the log 10  $P$  values of upregulated genes in scatterplots.

**Supplementary Figure S4.** (a) Histograms of  $t$ -score and  $P$ -value distributions following 10,000 permutations of expression values. (b) Visualization of genes mapped to chromosome location for enriched statistically significant genes that were upregulated at 24 hours (red), downregulated

at 48 hours (orange), and downregulated at 96 hours (blue).

**Supplementary Table S1.** Complete list of upregulated (24 hour) and downregulated (48 and 96 hour) genes located on chromosome 6p22.

**Supplementary Data Set.** Complete list of differentially expressed genes in microarrays from LHCN-M2 cells grown for 24, 48, and 96 hours after ZNF148 knockdown. Raw data are included.

Supplementary Figure S1

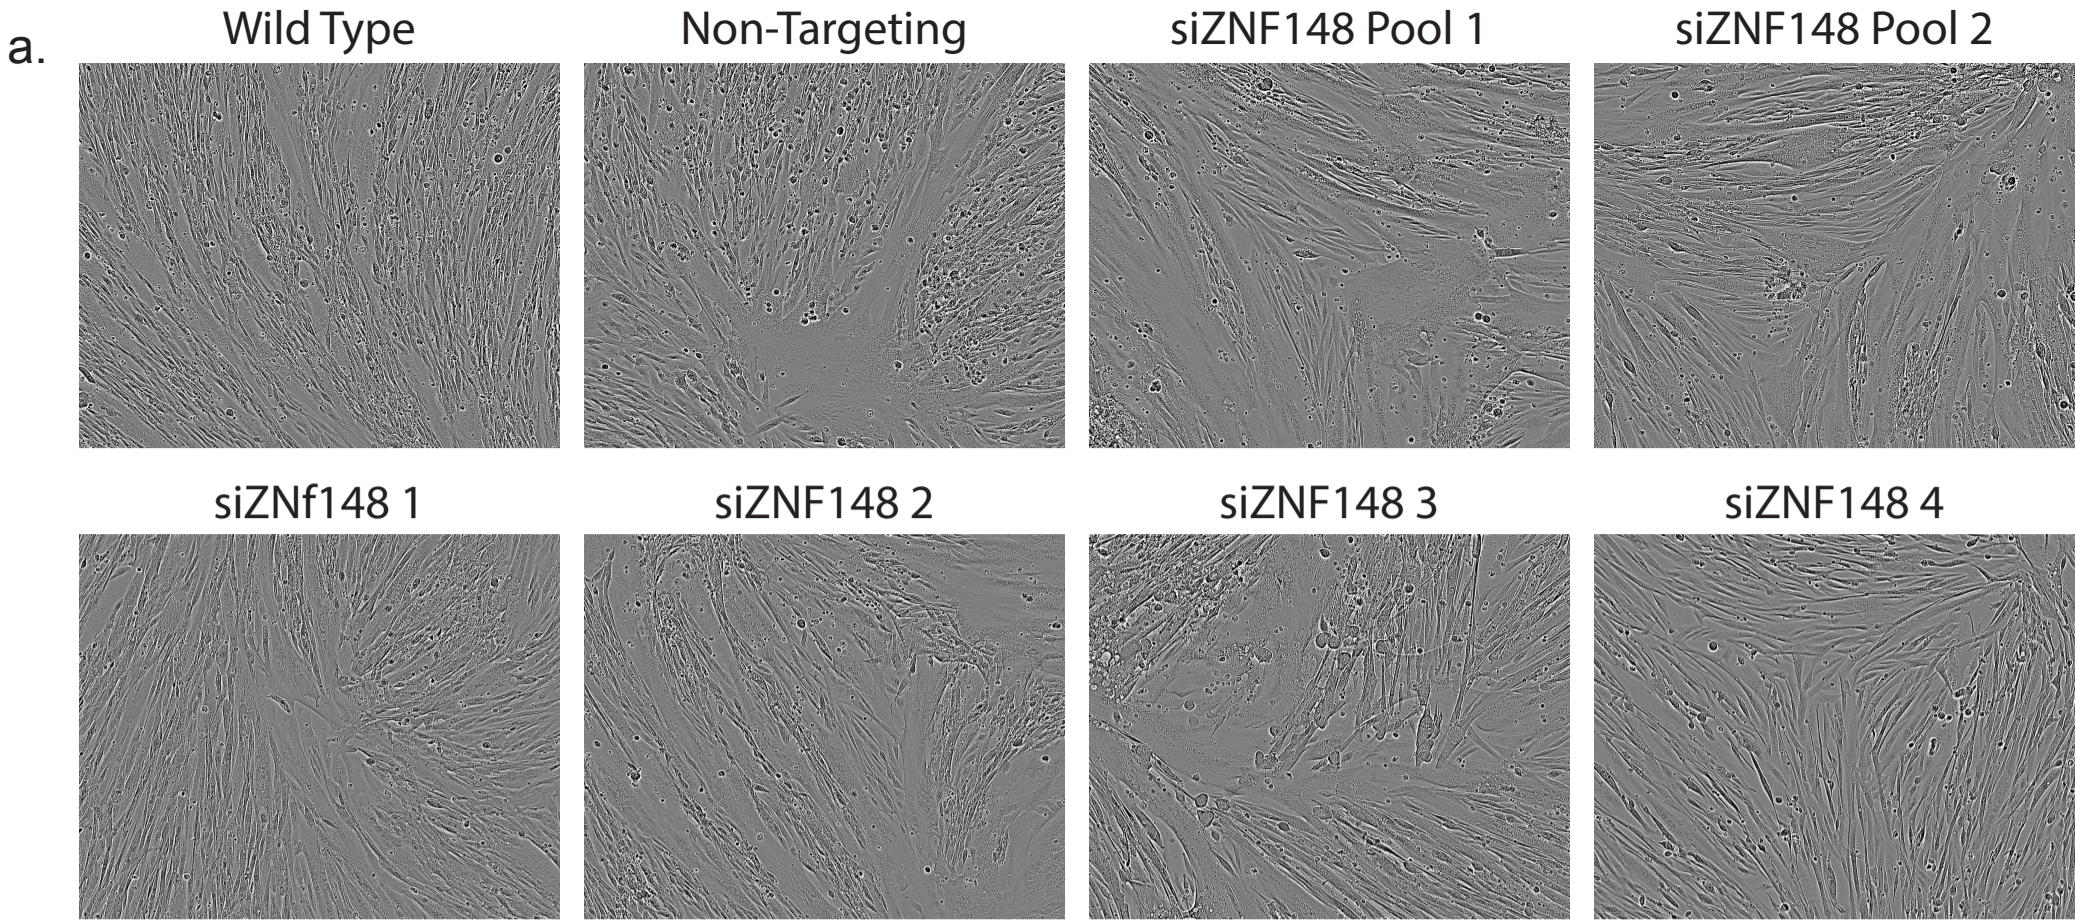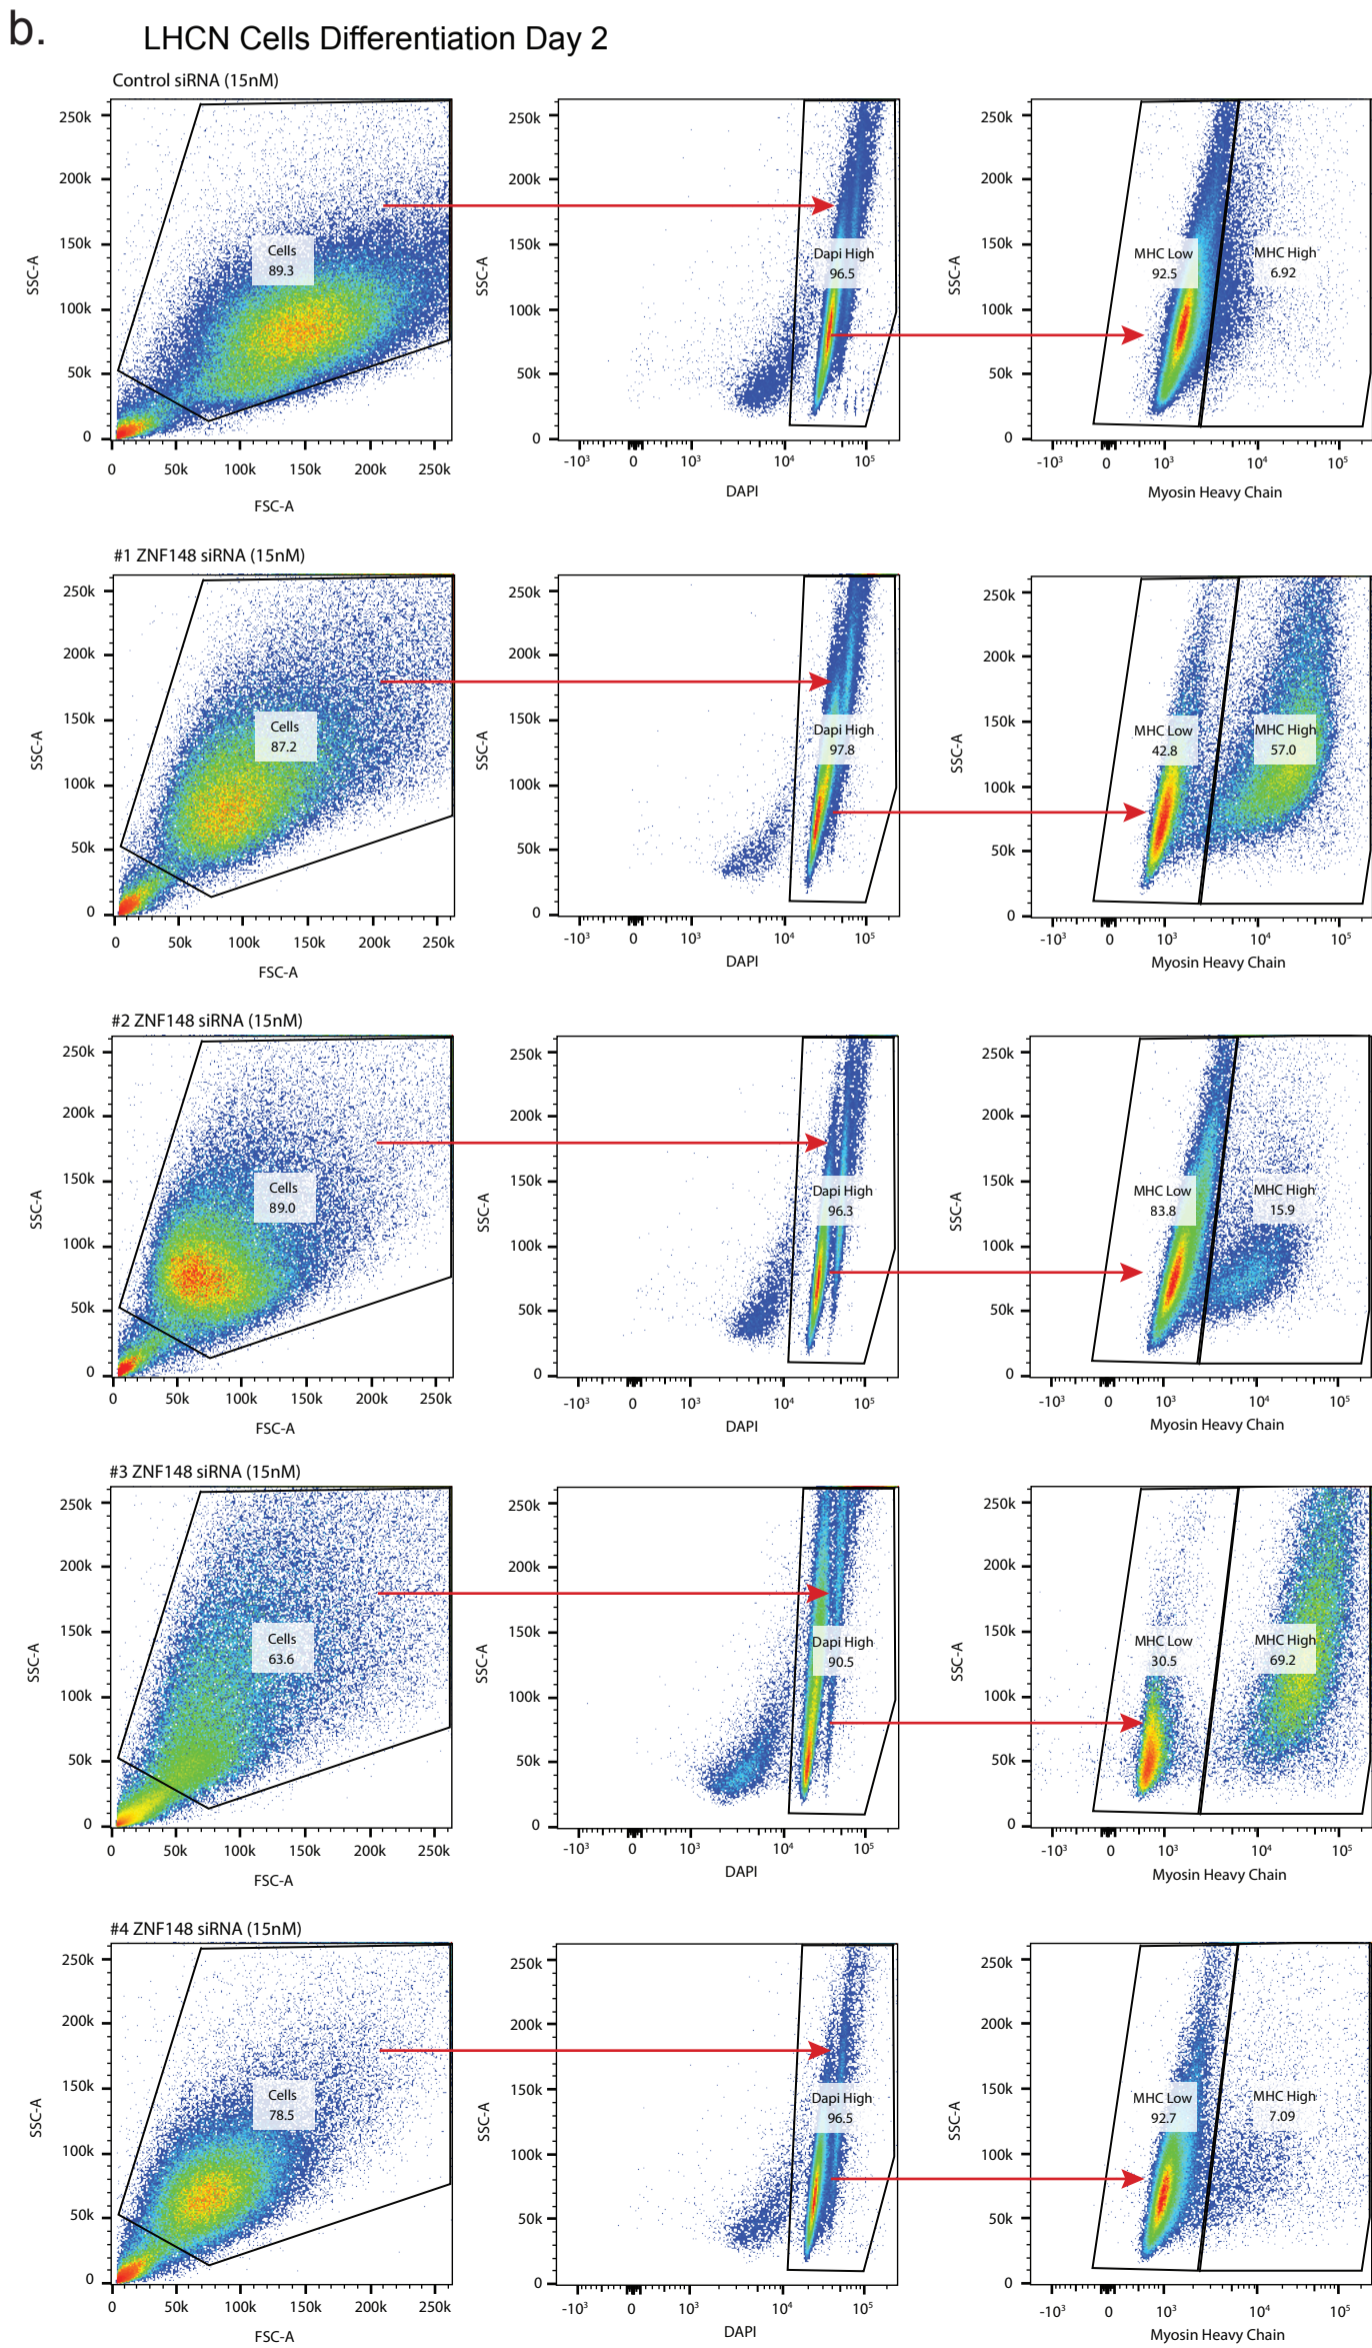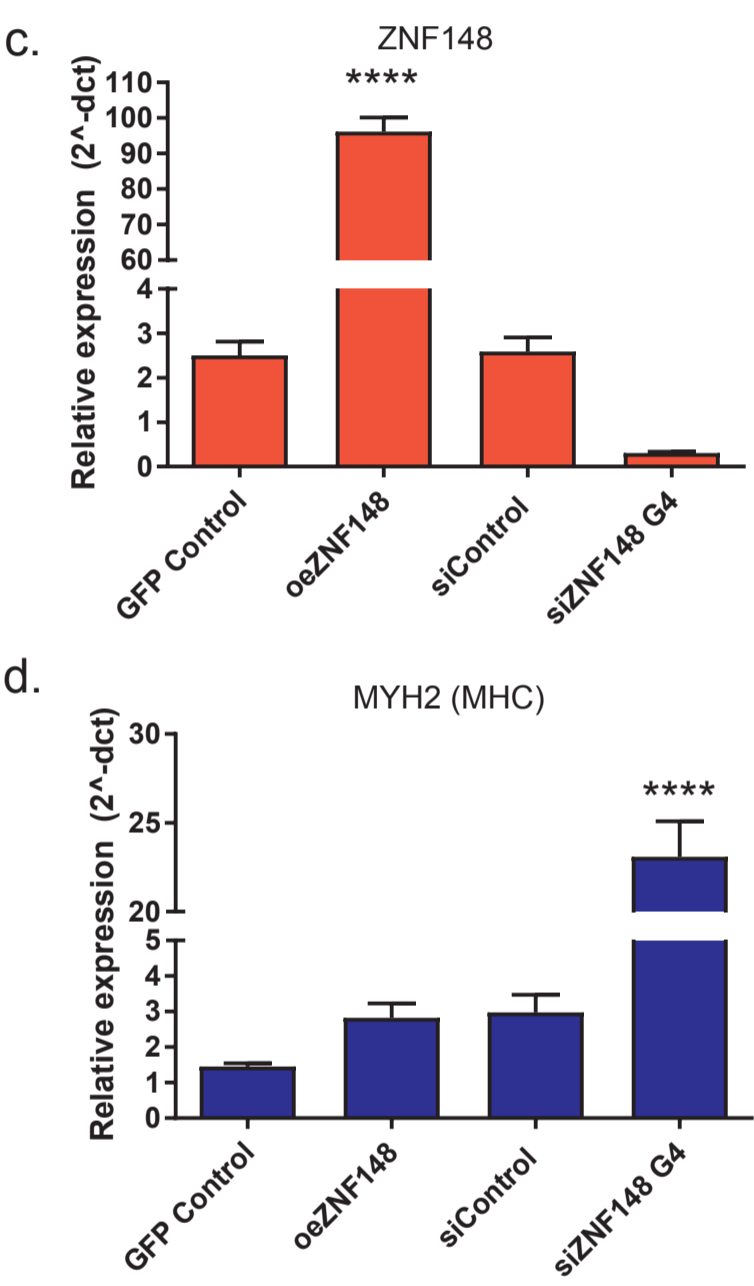

Supplementary Figure S2

a.

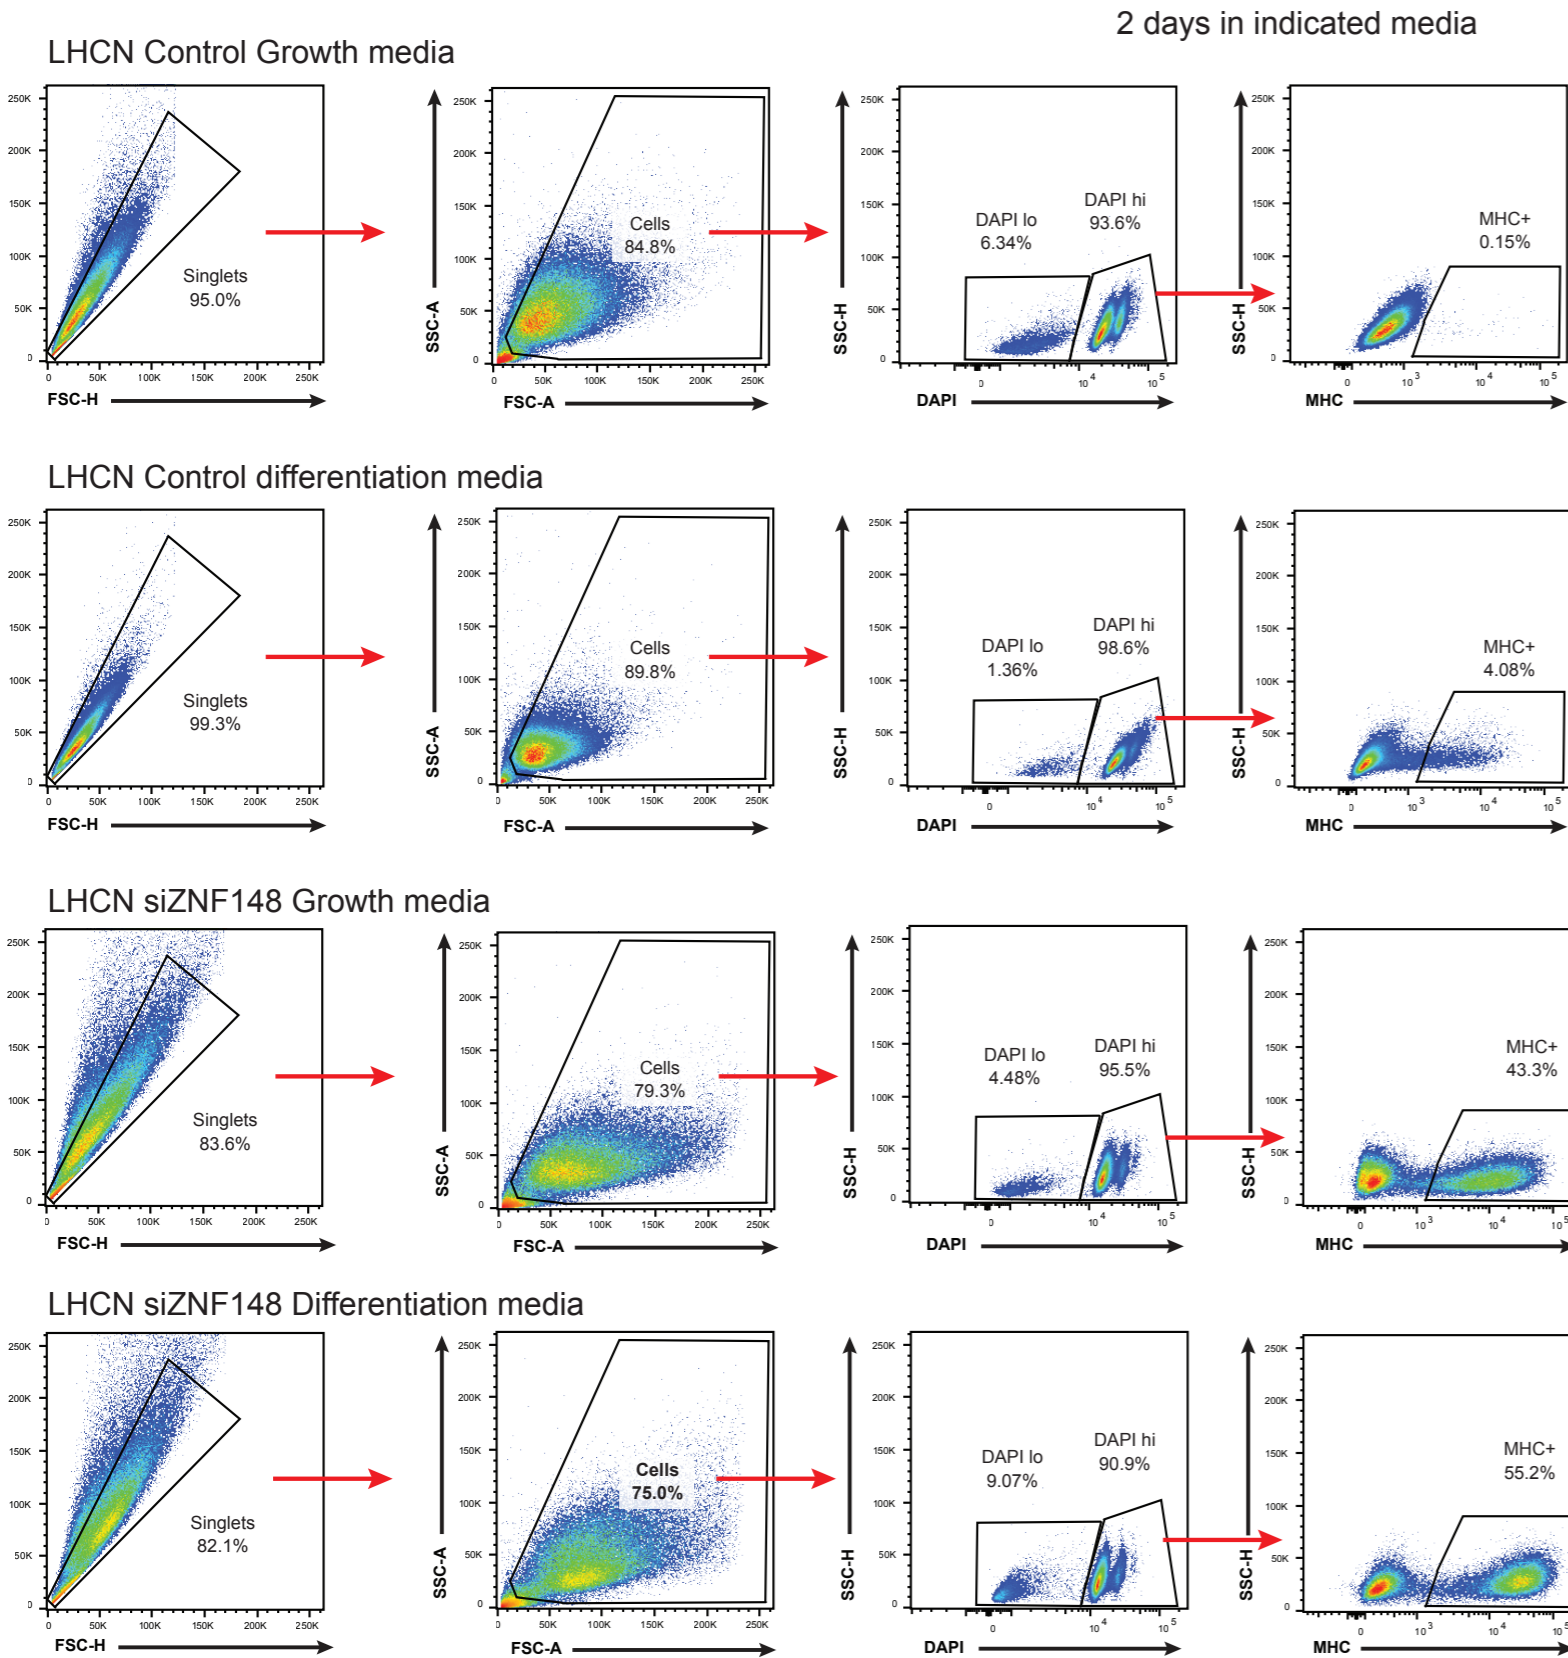

b.

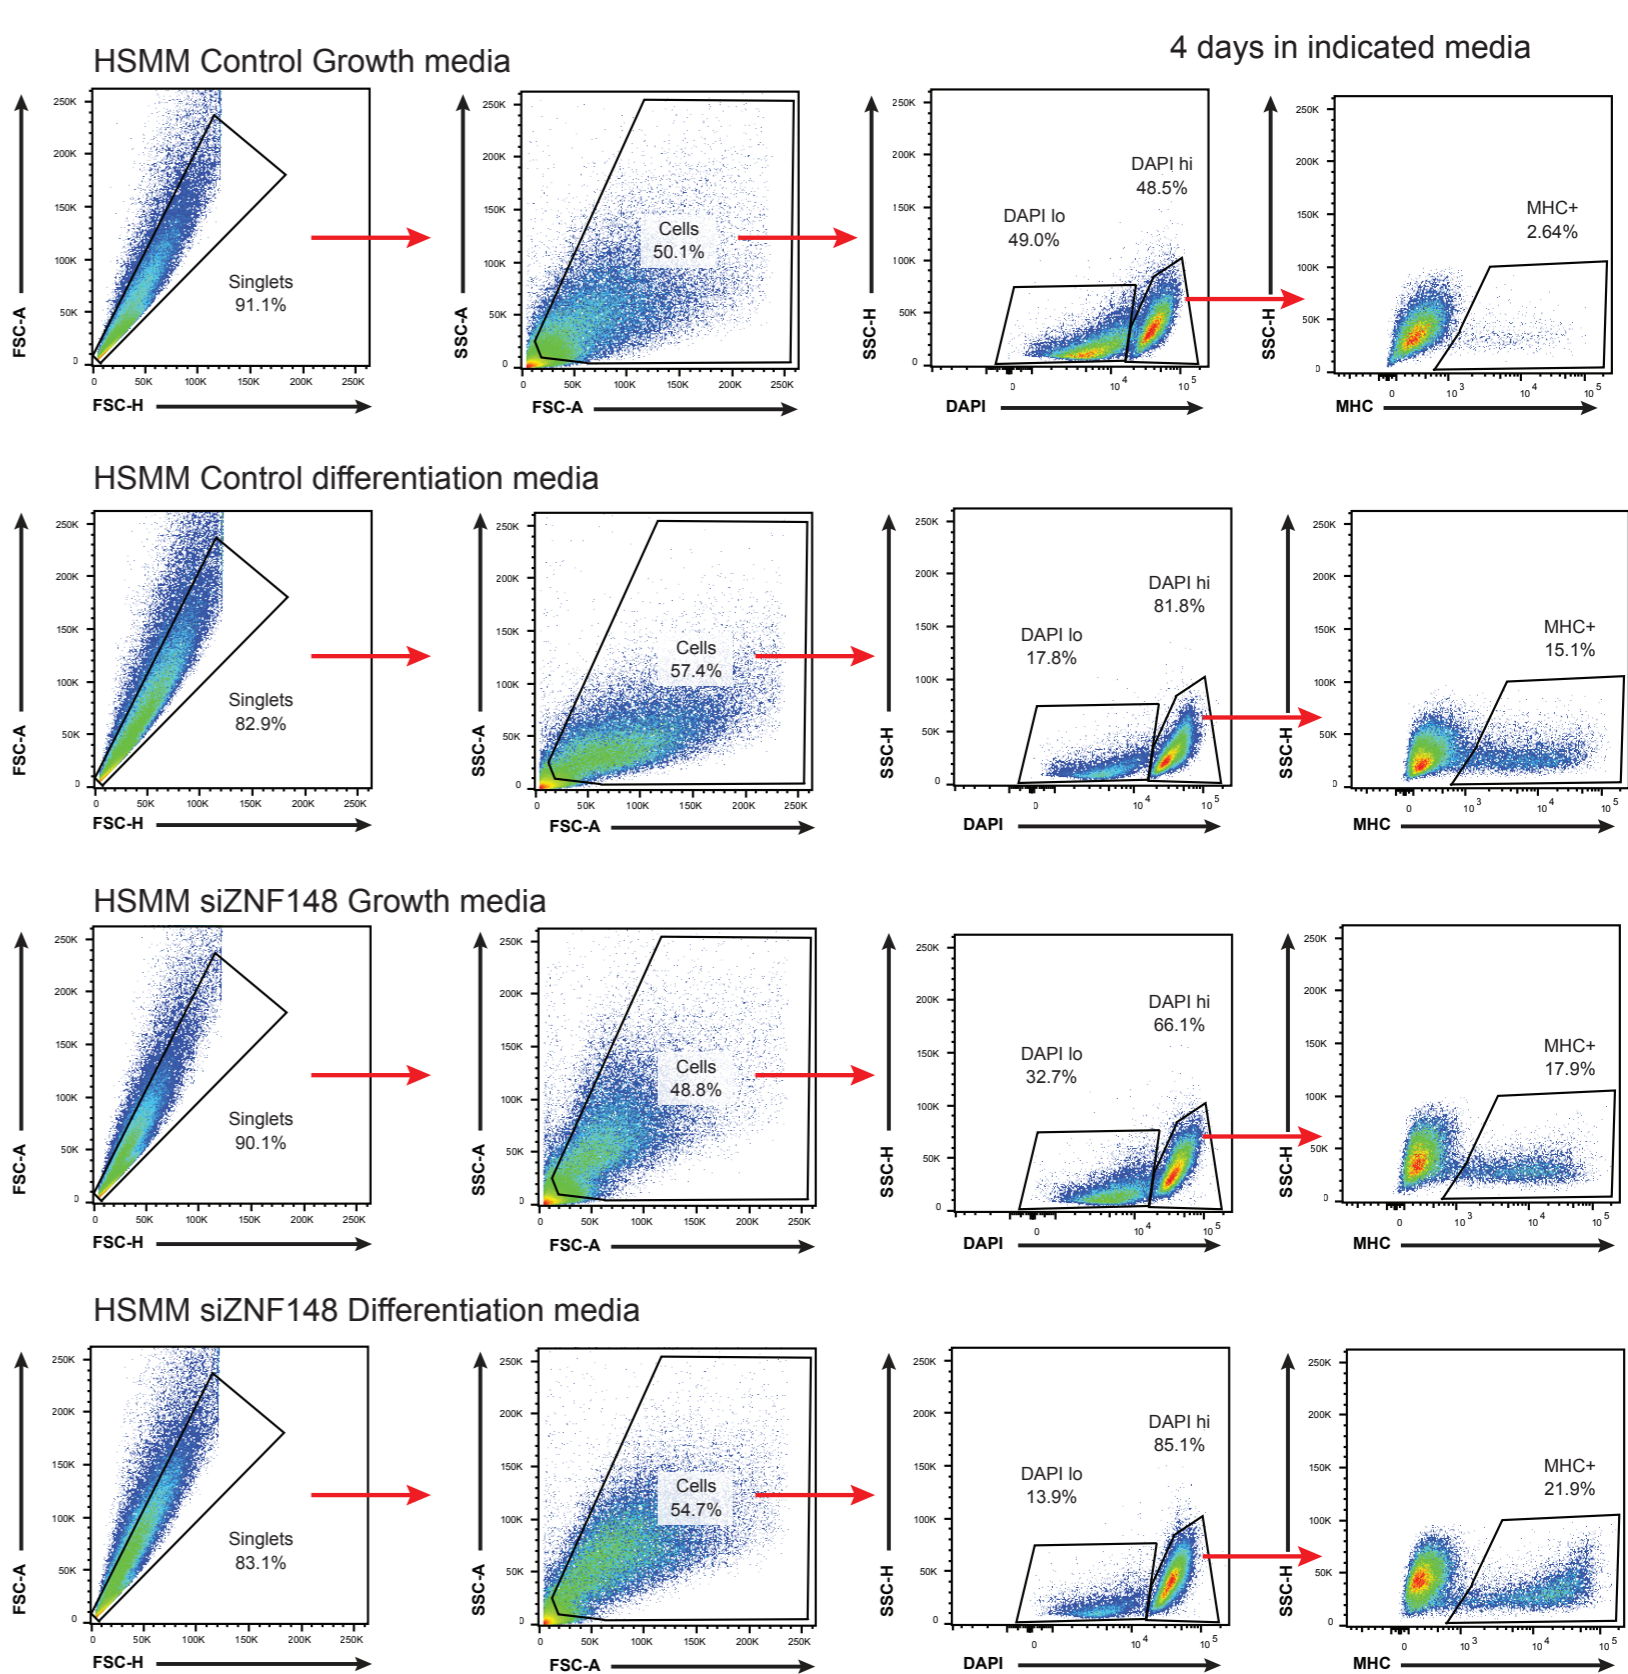

c.

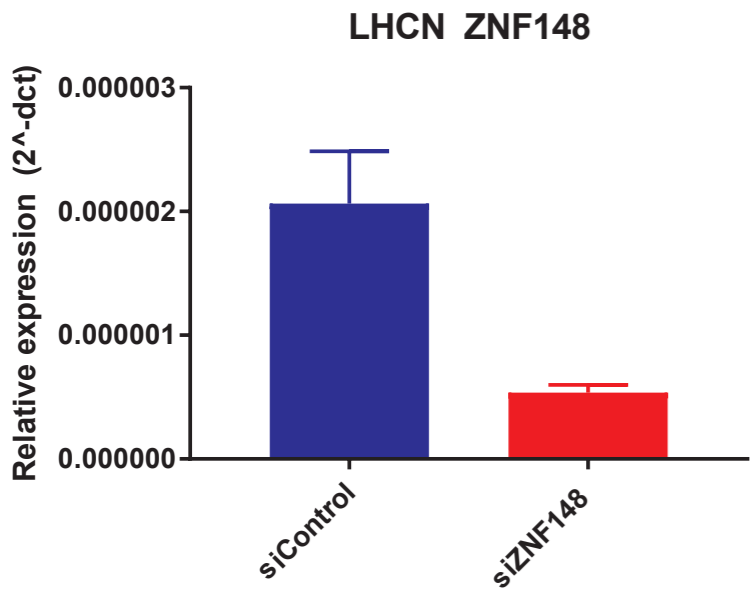

d.

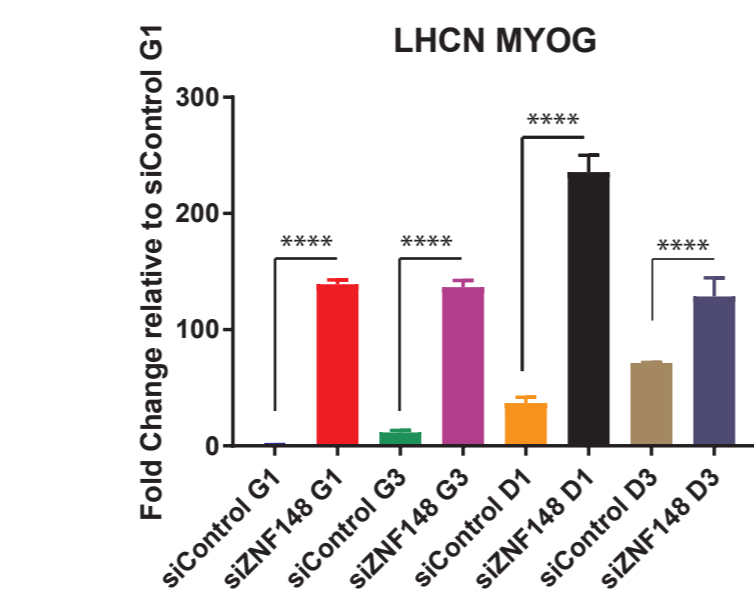

e.

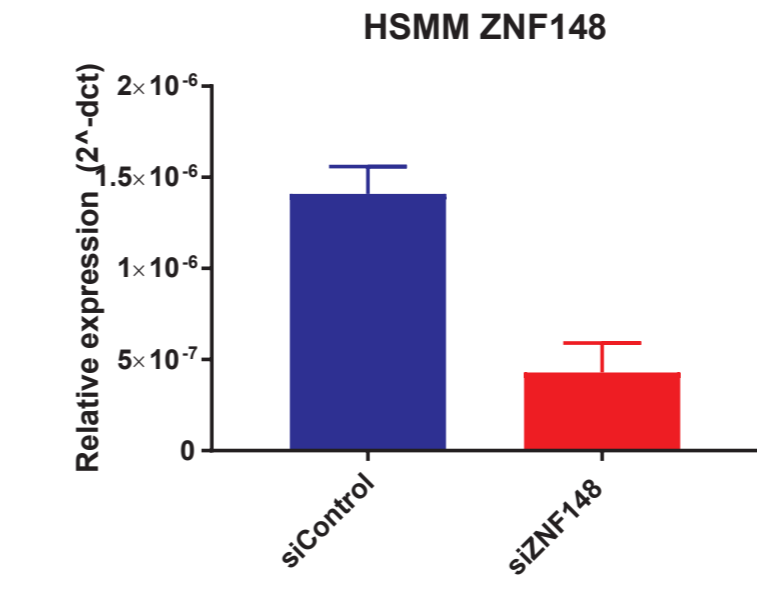

f.

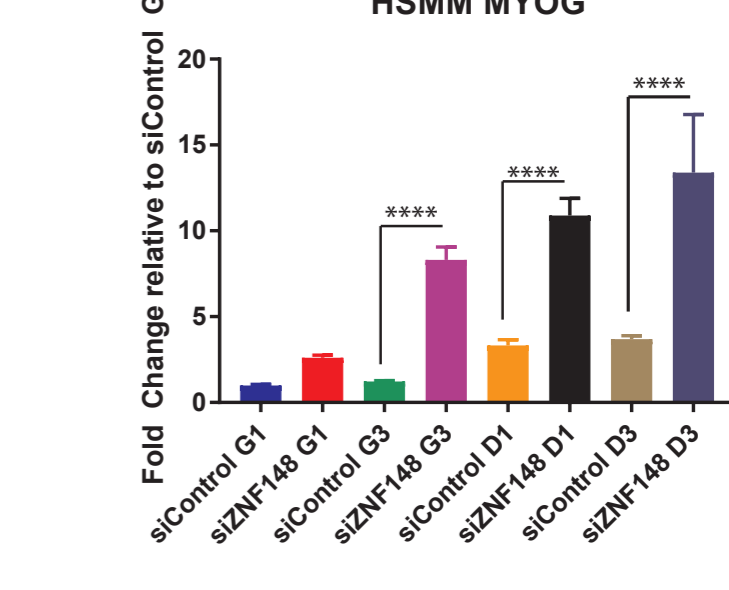

Supplementary Figure S3

a.

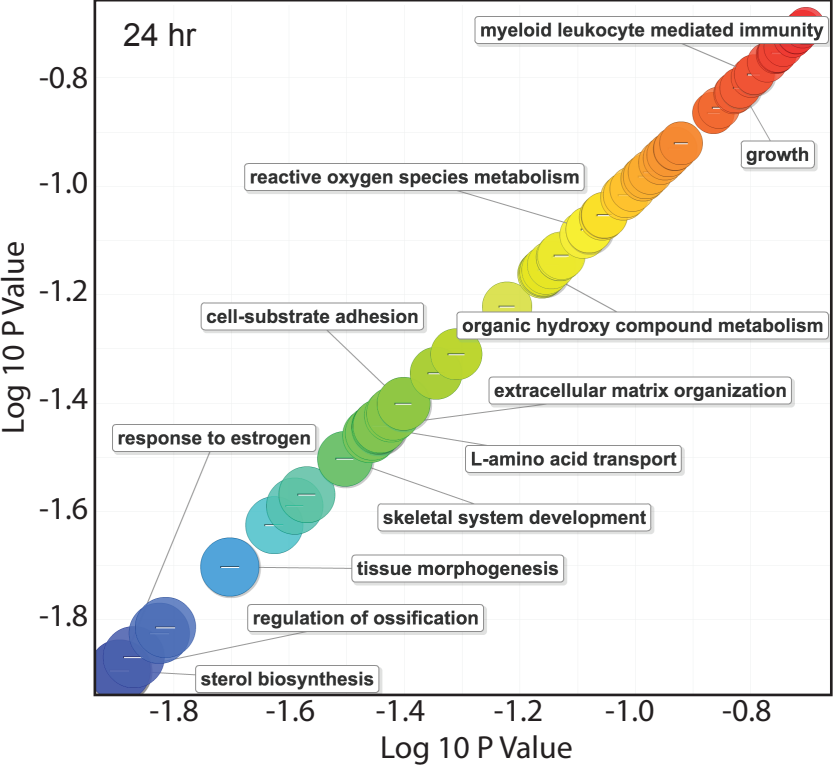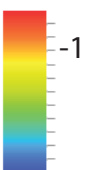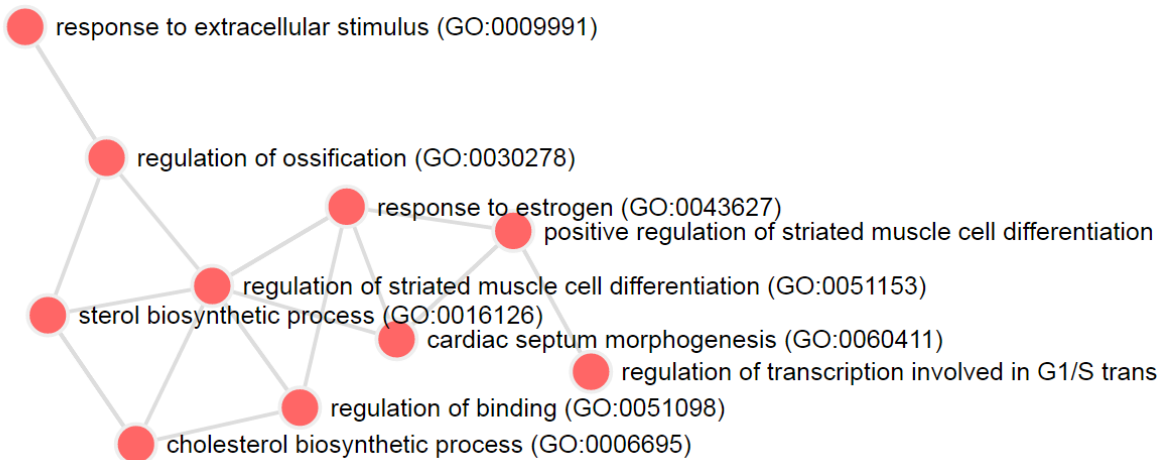

b.

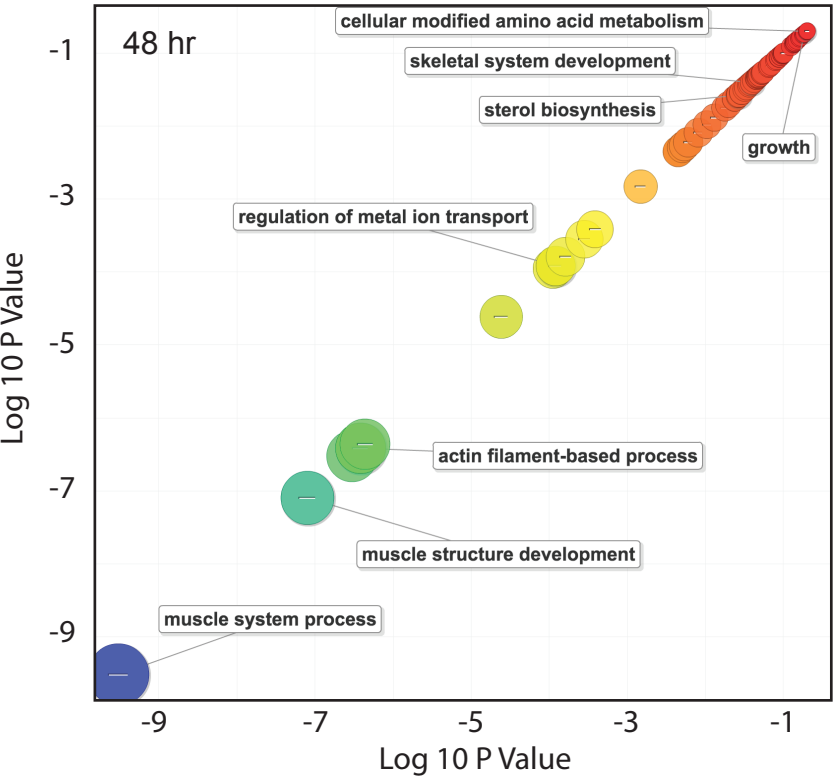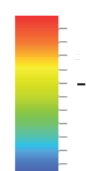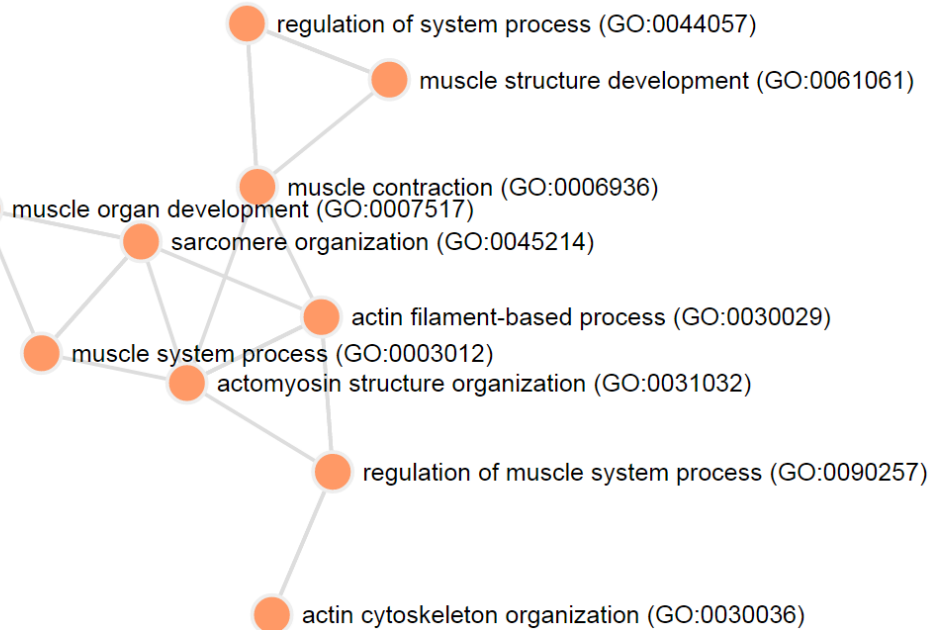

c.

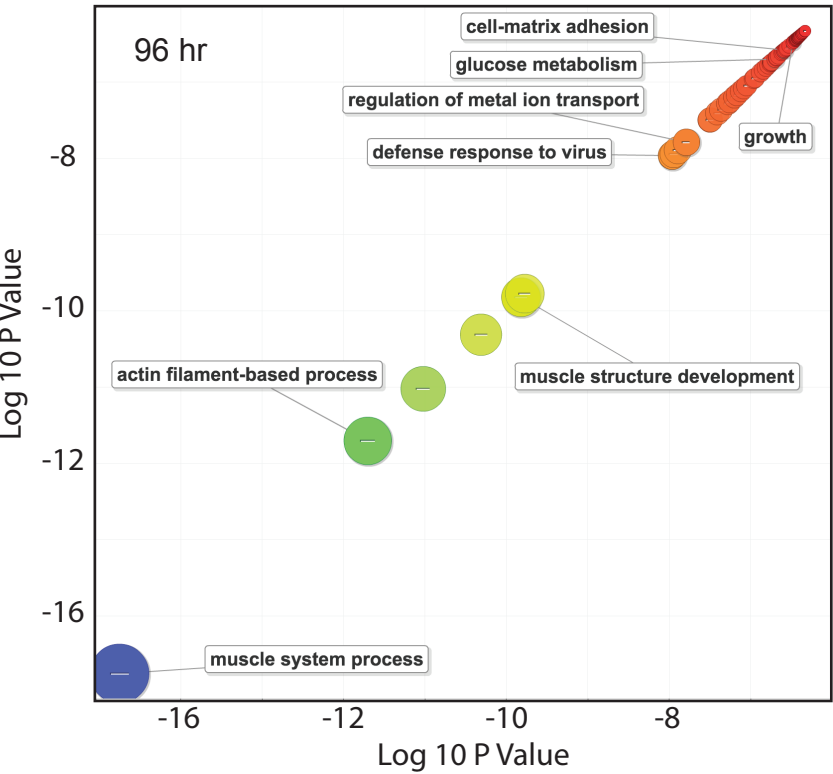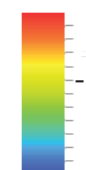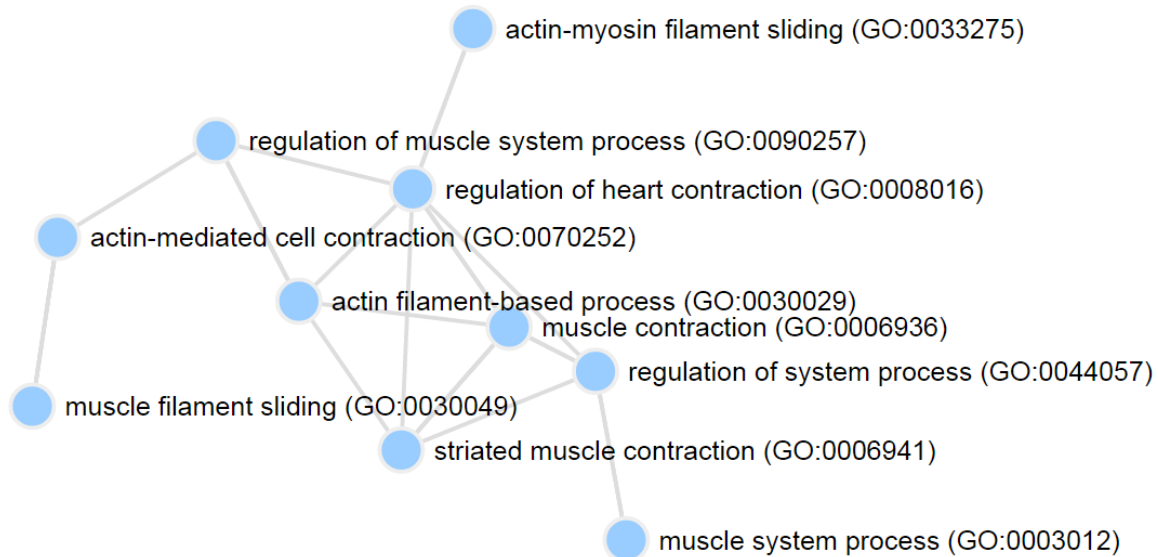

# Supplementary Figure S4

a.

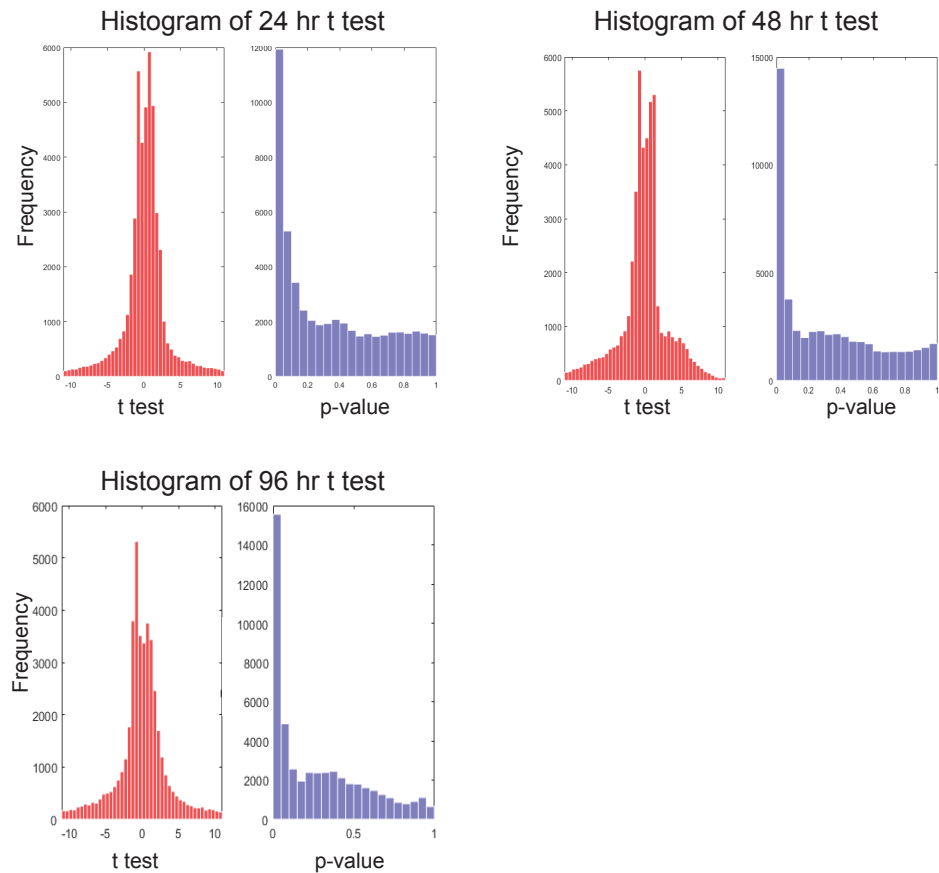

b.

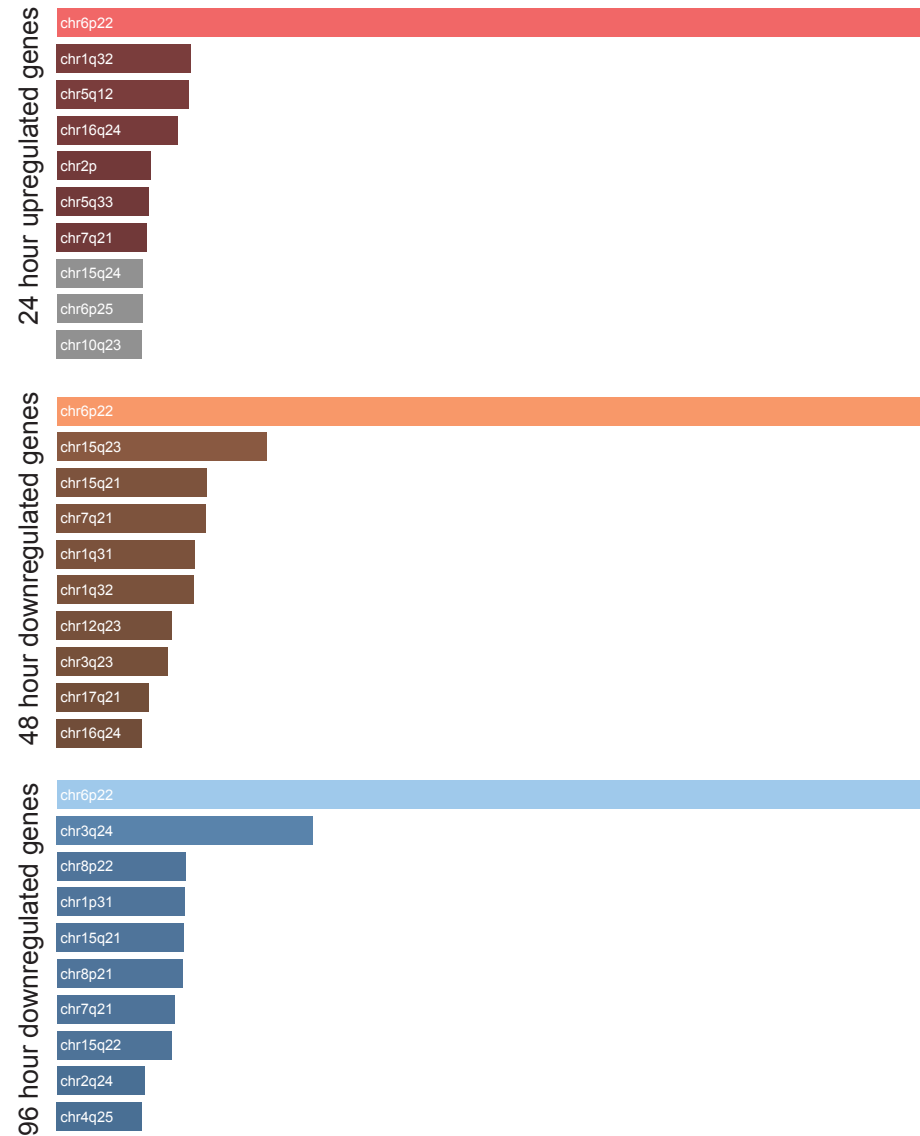

Supplementary Table S1.

| 24hr 6p22 upregulated genes | 48hr 6p22 downregulated genes | 96hr 6p22 downregulated genes |
|-----------------------------|-------------------------------|-------------------------------|
| HIST1H1A                    | ATXN                          | BTN2A2                        |
| HIST1H1B                    | BTN2A2                        | HIST1H1A                      |
| HIST1H2AB                   | BTN3A1                        | HIST1H1B                      |
| HIST1H2AG                   | BTN3A2                        | HIST1H1D                      |
| HIST1H2AI                   | CAP2                          | HIST1H2AB                     |
| HIST1H2AL                   | HIST1H1A                      | HIST1H2AG                     |
| HIST1H2BE                   | HIST1H1B                      | HIST1H2AH                     |
| HIST1H3B                    | HIST1H1D                      | HIST1H2AI                     |
| HIST1H3D                    | HIST1H2AB                     | HIST1H2AJ                     |
| HIST1H3F                    | HIST1H2AC                     | HIST1H2AK                     |
| HIST1H3H                    | HIST1H2AD                     | HIST1H2AL                     |
| HIST1H3I                    | HIST1H2AE                     | HIST1H2AM                     |
| HIST1H3J                    | HIST1H2AI                     | HIST1H2BE                     |
| HIST1H4A                    | HIST1H2AJ                     | HIST1H3B                      |
| HIST1H4C                    | HIST1H2AK                     | HIST1H3C                      |
| HIST1H4D                    | HIST1H2AL                     | HIST1H3D                      |
| SCGN                        | HIST1H2AM                     | HIST1H3E                      |
|                             | HIST1H2BE                     | HIST1H3F                      |
|                             | HIST1H3B                      | HIST1H3G                      |
|                             | HIST1H3C                      | HIST1H3H                      |
|                             | HIST1H3D                      | HIST1H3I                      |
|                             | HIST1H3F                      | HIST1H3J                      |
|                             | HIST1H3G                      | HIST1H4A                      |
|                             | HIST1H3H                      | HIST1H4B                      |
|                             | HIST1H3I                      | HIST1H4C                      |
|                             | HIST1H4A                      | HIST1H4D                      |
|                             | HIST1H4B                      | HIST1H4E                      |
|                             | HIST1H4C                      | HIST1H4J                      |
|                             | HIST1H4D                      | HIST1H4K                      |
|                             | HIST1H4E                      | HIST1H4L                      |
|                             | HIST1H4F                      |                               |
|                             | HIST1H4J                      |                               |
|                             | HIST1H4K                      |                               |
|                             | HIST1H4L                      |                               |
|                             | MYLIP                         |                               |
|                             | RBM24                         |                               |

How the deposited data were processed for this re-analysis (not part of the article)

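LHCN-M2 myoblasts were transfected with 20 nM ZNF148 siRNA or nontargeting siRNA, and RNA was measured at 24, 48 and 96 h in growth media and at 48 and 96 h in differentiation media. There were 29 arrays in 10 groups, with 3 arrays per group except for nontargeting siRNA at 96 h in growth media, which had 2. Arrays were assigned to groups by the authors' sample labels. As the paper words it, the hours in growth media count from the knockdown and those in differentiation media from the change of media after transfection, so arrays of both media at the same hour are not taken to have the same time since transfection. All arrays at 24 h were on 1 slide and read in 1 scan, and the other arrays were on the other 3 slides and read in another scan.

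Each array held 62976 spots, of which 2075 were control spots. The authors extracted the signals with Agilent Feature Extraction (version 10.7.3.1 in the file headers). As deposited by the authors, the intensities are the background-subtracted signal of each spot on a linear scale, without scaling between arrays, made by that software, and a mark for spots well above background. The files hold no gene names, gene descriptions or mean signals. The authors also deposited a matrix of log2 values in which all arrays have the same distribution, with 140 control probes left in. Each of its 29 columns had its own array as best match, with a correlation across probes of at least 0.9951.

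The analysis was run in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. Control spots and outlier spots were left out, the signals were log2-transformed, the spots of each of 58201 probes were averaged, and the values were quantile-normalized over all arrays. The 38714 probes well above background on at least 2 arrays were tested with limma (lmFit and eBayes) in 1 fit with 10 group means. A probe was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 2-fold. Differences between effects were tested as contrasts of contrasts in the same fit. Two-sided tests were used. Between 41.5% and 56.5% of the probes of an array were well above background, with group medians from 42.6% to 53.3%. The number of arrays limits the precision.

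RefSeq accessions named 31104 probes of 22439 genes, and 18398 genes had a tested probe. A gene is given by its tested probe with the highest mean log2 signal. The gene names and gene order come from a GRCh38.p14 table, while 14 array headers name hg19 and 15 name no build, so no positions are given. A gene counted as below background in a group where it was well above background on none of its arrays. Where this held for 1 group, the change is given as a bound. For the bound, each array's signal was raised to the lowest signal well above background on that array.

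The genes named in the text are from those that the paper names or labels in its plots, and the 5 largest rises and the 5 largest falls at each time in growth media among genes past the threshold, well above background on every array of both groups and without overlap between the groups. Any other gene is named as chosen after its values were seen. The list of muscle-related genes was to be drawn from gene descriptions. As the files have none, it was written by hand before any comparison of groups, but after the first lines of the Supplementary Data Set had been seen. Lists of S phase genes, G2 and M phase genes and interferon-stimulated genes were also written by hand, with 41, 46 and 29 genes with a tested probe. Sets were tested with camera (preset correlation 0.01), fry, and camera with an estimated correlation, and histone genes also with Fisher's exact test.

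The alternatives were scaling to the 75th percentile, normexp background correction (offset 50), the authors' normalized values, no filter and a stricter filter, a fit of the arrays of 1 comparison only, trended and robust variances, array weights, replicate or slide as a block, leaving out each array of a comparison in turn, the methods' test with and without adjustment, a permutation p pooled over probes, no fold threshold, and probes averaged by gene. Normexp used median signals, as mean signals are not in the files. These alternatives and the tests of the main results were set before the data were examined. Set tests of the muscle-related and HIST1H genes in differentiation media were not planned, and tests of explanations that were chosen after a result was seen are named where they are given. A list of sarcomere genes and a fit of the other 28 arrays, without nontargeting siRNA replicate 1 at 48 h in growth media, were added after the data were seen. Up to 100 other splits of the arrays were drawn for each count.

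The fit was tested on simulated data with 200 changed probes of 38714. It recovered 159 (79.5%) with 5 false calls for the design at 24 h, and 157 (78.5%) with 6 false calls for the design at 96 h in growth media. The pass mark set beforehand, slightly above these shares, was lowered after they were seen. The same simulation gave 75 and 1 recovered probes with the methods' test after Benjamini-Hochberg adjustment. A larger share of probes changed in the data, and this adjustment depends on that share, so the 75 and 1 do not carry over to the data. There all 5 counts with the methods' test after this adjustment stayed within 1.5 times those of the main fit. The qPCR, imaging and donor cell experiments were not analysed here.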

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

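The tests of a weaker effect at 24 h, of a lower response of the slide and scan at 24 h, of the media, of all ZNF148 siRNA arrays exchanged between media, of the media without nontargeting siRNA replicate 1 at 48 h and of a response to any siRNA were chosen after the results they test were seen.

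The effect of ZNF148 siRNA in growth media differed between 96 and 24 h for 7405 probes, 3913 higher and 3492 lower at 96 h (limma, Benjamini-Hochberg adjusted p under 0.05 and a difference of more than 2-fold). The tables argue against a weaker effect of the same direction at 24 h, and against a lower response of the slide and scan that hold the 24 h arrays, as the whole cause. Of the 881 probes past the threshold at both times, 229 went opposite ways. Other effects of slide and scan cannot be told apart from those of time, since no slide holds arrays of both times. The time after transfection and the density of the cultures, which were subconfluent at 24 h, also stay open.

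The effect differed between differentiation and growth media for 5459 probes at 48 h, 2621 higher and 2838 lower in differentiation media, and for 4122 probes at 96 h, 1727 higher and 2395 lower. With slide as a block, the difference of the ZNF148 siRNA effect between differentiation and growth media at 48 h covered 5556 probes, and the difference of the ZNF148 siRNA effect between differentiation and growth media at 96 h covered 3929. At 48 h the real assignment of arrays to media gave the highest count of 100 drawn assignments (1 of 100, itself included, with 4851 as the next highest). This does not show that chance can be excluded, as exchanged groups mix media and are spread by the media themselves. The 77 drawn assignments that mixed media in the groups of both siRNAs gave at most 32 probes, and an exchange of all ZNF148 siRNA arrays, which mixes no group and was not among those drawn, gave 5662. At 96 h no such count was made, as 1 group had 2 arrays. The median effect on the muscle-related genes was 3.54 in growth media and 1.78 in differentiation media at 96 h. At 48 h the medians were 3.45 and 3.19, with a median difference of effects of 0.07, and the effect was smaller in differentiation media for 14 genes and larger for 11. These values at 48 h depend on nontargeting siRNA replicate 1 in growth media. In the fit of the other 28 arrays the medians were 4.35 and 3.19 and the median difference of effects was -1.13, with the effect smaller for 82 genes and larger for 11. At 96 h the effect was smaller in differentiation media for 32 genes and larger for 9. All 32 were higher in nontargeting cells in differentiation media. As the nontargeting level is subtracted in each effect, picking genes with a smaller effect favours this, so it lends no separate support. The list stood higher by a median of 1.91 in nontargeting cells in differentiation media at 96 h, so a rise that differentiation media brought about without ZNF148 siRNA is a candidate explanation for the smaller effect at 96 h. As the paper words it, the hours in growth media count from the knockdown and those in differentiation media from the change of media after transfection. A longer time since transfection in differentiation media at the same hour therefore also stays open. The explanation by media was found and tested on the same data.

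The paper reports no array comparison in differentiation media. There 10917 probes were changed at 48 h, 5140 higher and 5777 lower, and 8040 at 96 h, 3583 higher and 4457 lower. With scaling to the 75th percentile more probes were higher than lower at both times. ZNF148 fell by 2.34 on the log2 scale at 48 h (adjusted p = 3.38e-12) and by 2.74 at 96 h (adjusted p = 7.49e-13). Of the probes changed at 96 h in both media, 4504 of 4656 went the same way. The real split gave the highest count of the 10 possible (1 of 10), and the next highest counts were 8 and 18, but 10 splits are too few for this rank to exclude chance by itself. The other splits also mix arrays of both siRNAs in a group, which can hold their counts down.

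The main text of the paper does not report the interferon-stimulated genes, though Supplementary Fig. S3 names a defense response to virus at 96 h. Their median log2 fold change was 4.21 at 96 h in growth media (camera, adjusted p = 9.91e-23; 28 of 29 genes higher by more than 2-fold) and 3.09 at 96 h in differentiation media (adjusted p = 3.67e-18; 27 of 29). Both calls held under fry and with an estimated correlation. The tables argue against a response to transfected siRNA of any sequence, as the median change of the nontargeting arrays between 48 and 96 h was 0.036 in growth media and -0.057 in differentiation media, against 3.84 and 2.97 with ZNF148 siRNA. With slide as a block, the median of the interferon-stimulated genes at 96 h in growth media was 4.25, and that of the interferon-stimulated genes at 96 h in differentiation media was 3.08. For differentiation media at 96 h the real split was the highest of 10 (1 of 10), and 10 splits are too few for this rank to exclude chance by itself. A response to the sequence of the ZNF148 siRNA and an effect of lower ZNF148 both stay open, since the arrays hold no other ZNF148 siRNA.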

How the results depend on the processing

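The list of sarcomere genes and the fit of the other 28 arrays were chosen after the data were seen, and the set tests of the muscle-related and HIST1H genes in differentiation media were not planned. The other settings were set before. Results not past the threshold under either setting were taken as the same even where a sign changed. None of the results reversed. Of 41 main results, all 41 stayed the same under scaling to the 75th percentile, the authors' normalized values, no filter, trended and robust variances, the replicate block and the slide block. The 5 counts also stayed within 1.5 times under the methods' test with and without adjustment and under the pooled permutation p. Of 118 values of single genes, 116 stayed the same under the 75th percentile and under normexp, 118 with the authors' values, and 108 with only the arrays of the comparison in the fit, where 8 lost the threshold. With the 75th percentile the median log2 change of all probes at 96 h in differentiation media was 0.101, against -0.035 with quantile normalization. Under that scaling more changed probes were higher than lower at 48 h in growth media (4106 and 3645) and at 48 h (5768 and 5239) and 96 h (3983 and 3663) in differentiation media, where quantile normalization gave more lower ones. Normexp gave more higher than lower ones at 48 h in growth media (2074 and 1941) and at 96 h in differentiation media (1874 and 1860). At 96 h in growth media the main fit gave more higher ones (4079 and 3983). No filter (4072 and 4395) and array weights (4248 and 4277) gave more lower ones there. The alternative of a muscle list by strict words of the gene descriptions was not run, as the files have no descriptions.

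With normexp the changed probes were 578, 4015 and 4294 at 24, 48 and 96 h in growth media and 6052 and 3734 at 48 and 96 h in differentiation media. The differences of effects were 4287 probes between 96 and 24 h, and 3002 and 2288 between media at 48 and 96 h, and 5 muscle-related genes were changed at 24 h. The cause was not tested. The stricter filter gave 1230 probes at 24 h, as fewer probes were tested. With no fold threshold the counts were 9273, 17629 and 17149 in growth media and 20500 and 18816 in differentiation media, since small changes then count. With probes averaged by gene, genes rather than probes were counted, 1017, 4350 and 4556 in growth media and 5883 and 4236 in differentiation media.

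Of the muscle-related genes, 15 were changed at 24 h and 82 at 48 h with only the arrays of the comparison in the fit, 18 at 24 h with array weights and 18 at 24 h in the fit of the other 28 arrays. For the 24 h arrays the last of these leaves out only nontargeting siRNA replicate 1 at 48 h in growth media, so the spread that this array adds to the shared fit holds down the count. Its array weight was 0.155. Nontargeting siRNA replicate 2 at 48 h in differentiation media had a weight of 66.7, far above the others, and the cause was not tested.

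With the correlation estimated from the data, camera was not past the threshold for the muscle-related genes at 48 and 96 h in growth media (p = 0.112 and p = 0.132) and at 48 and 96 h in differentiation media (medians 3.19 and 1.78, p = 0.197 and p = 0.238), the HIST1H genes at 48 h (median -1.39, p = 0.124) and 96 h (-1.31, p = 0.137), the S phase genes at 96 h in differentiation media (-0.99, p = 0.2), the G2 and M phase genes at 24 h (0.41, p = 0.174), and the interferon-stimulated genes at 24 h (-0.45, p = 0.21) and 48 h in growth media (0.60, p = 0.36). The cause was not tested. Under limma's fry the S phase genes at 48 h in differentiation media passed the threshold before adjustment, with a median of -0.31, and so did the HIST1H genes at 96 h in differentiation media, with a median of 0.19 over genes that went both ways. The other calls of the 25 set tests were the same under both.

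With the replicate block the counts were 1667, 7659 and 7579 in growth media and 10789 and 7828 in differentiation media. The numbers are those of the sample titles, and the descriptions of the ZNF148 siRNA arrays at 48 h in growth media number these differently. By the titles, the numbers do not pair the samples, as deviations of arrays with the same number correlated across probes at -0.146 to 0.124 over 14 pairs.

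Each array was left out in turn, and no call of a main result of its own comparison changed. Its effect on the other comparisons through the shared fit was looked at only for nontargeting siRNA replicate 1 at 48 h in growth media, where the muscle-related genes changed at 24 h went from 9 to 18. For single genes 656 of 668 such results stayed the same and 11 lost the threshold. The counts ranged over 1728 to 2127 at 24 h, 7135 to 8930 at 48 h and 7452 to 8089 at 96 h in growth media, and 10561 to 11091 at 48 h and 7664 to 8280 at 96 h in differentiation media. The differences of effects ranged over 6737 to 7479 between times, and 5068 to 5831 and 3558 to 4226 between media. ZNF148 ranged over -1.60 to -1.47, -2.24 to -1.90, -2.40 to -2.21 at the 3 times. MYOD1 ranged over 1.099 to 1.17, 1.19 to 1.56, 0.51 to 0.56 at the 3 times. MEF2C ranged over 0.04 to 0.21, 3.57 to 5.78, 4.62 to 4.74 at the 3 times. The muscle-related genes changed ranged over 7 to 9, 128 to 133, 125 to 130, with camera p of 0.413 to 0.476, 1.71e-36 to 2.22e-18, 1.6e-17 to 1.77e-16. The medians in growth media ranged over 0.63 to 0.83, -1.51 to -1.30, -1.45 to -1.24 for the HIST1H genes, 0.77 to 0.80, -2.23 to -1.94, -2.41 to -2.34 for the S phase genes, 0.40 to 0.46, -3.39 to -3.09, -4.68 to -4.51 for the G2 and M phase genes, -0.46 to -0.18, 0.52 to 0.65, 4.19 to 4.26 for the interferon-stimulated genes. In differentiation media they ranged over -0.35 to -0.25 and -1.02 to -0.63 for the S phase genes, -0.082 to 0.018 and -2.60 to -2.48 for the G2 and M phase genes, -0.057 to 0.31 and 3.07 to 3.20 for the interferon-stimulated genes. A comparison left with 1 nontargeting array at 96 h in growth media takes that array to vary like the other groups. Signals near background limit the values of dim genes, of which 43 muscle-related genes were above it in neither group at 24 h.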

Differences from the paper's values

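The tests of the signs in the Supplementary Data Set as a whole were chosen after the signs of single genes had been seen. The values of the paper's Supplementary Data Set are signed fold changes, and the values here are given on that scale. The table was held only in part for 48 and 96 h. For ZNF148 at 24 h the paper's value is -3.69912 and the value here is -2.878. Of the 12 alternatives set before the data were examined, only averaging the probes by gene gave a value that does not differ from the paper's.

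For MYOD1 at 24 h the paper's value is -2.20086 and the value here is 2.187. For MEF2C at 96 h the paper's value is -25.2332 and the value here is 25.62. For MYH2 at 96 h the paper's value is -23.872 and the value here is 25.04. For MYF5 at 96 h the paper's value is 3.4874 and the value here is -3.485. These 4 differ in sign under every one of the 12 alternatives for MYOD1 and MEF2C and the 11 for MYH2 and MYF5. No single change of direction brings the table onto the scale used here. Over the genes called in both, the sign was the same for 53.3% of 871 genes at 24 h, 49.2% of 1662 at 48 h and 52.0% of 1742 at 96 h, while the sizes correlated across genes at 0.913, 0.974 and 0.983. Genes are not independent replicates. The sign in the table went with the side of the plot for 6 of 17 genes labeled in Fig. 4c and 6 of 12 in Fig. 4d.

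For MEF2C at 24 h the paper's fold change by qPCR is 60 and the array value here is 1.097. The assays differ, and all 12 alternatives differ from the paper's value as well.

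The paper states that MEF2C was upregulated at each time (Fig. 4b). Here MEF2C at 24 h had a log2 fold change of 0.13 (limma, adjusted p = 0.959), past the threshold under no setting that was run (p from 0.32 to 1). The paper states that an early downregulation of muscle differentiation genes came before a late upregulation. Here 4 genes of the hand-written muscle list were lower and 5 higher at 24 h, at an adjusted p under 0.05 and more than 2-fold. At an adjusted p under 0.05 alone, 15 were lower and 18 higher. The paper used its own list and a Student t test at P under 0.05, so these counts are not a like-for-like check of its statement. Of the genes labeled in Fig. 4c, TRIM46 (-0.11, adjusted p = 0.738) and MEF2C-AS1 (-0.34, adjusted p = 0.295) were not past the threshold at 24 h. With the probes averaged by gene, TRIM46 at 24 h in growth media fell by 1.58 on the log2 scale (adjusted p = 5.7e-08; over all alternatives 5.7e-08 to 0.972), and MEF2C-AS1 at 24 h in growth media fell by 0.74 (adjusted p = 0.0416; over all alternatives 0.0416 to 0.739).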

Other observations

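The tests of the HIST1H2B genes, of the HIST1H genes in differentiation media, of the chromosome location at 48 and 96 h, of differentiation without ZNF148 siRNA, of a 96 h array and of a ZNF148 siRNA culture alone under the label of replicate 1, the narrower set of probes not lowered by differentiation media, and the measure used for differentiation media under that label, were chosen after the results they test were seen.

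The HIST1H genes moved in growth media as the S phase genes did, whose median log2 fold change was 0.78 at 24 h (camera, adjusted p = 1.04e-14), -2.05 at 48 h (adjusted p = 3.04e-13) and -2.36 at 96 h (adjusted p = 3.66e-16). Both lists moved the same way, past the threshold, at 3 of 3 times, so the share of cells in S phase is a candidate explanation for the histone genes. The low values of TYMS and UBE2C in Fig. 4d had been seen before this test was set. The HIST1H2B genes argue against it for their part, with a median of 0.57 at 96 h in growth media while the S phase genes fell. In differentiation media at 96 h the S phase genes fell by 0.99 on the log2 scale while the HIST1H median was 0.19, over genes that went both ways, 23 higher and 18 lower. Over the genes measured in both groups only, the medians there were -0.665 for 34 S phase genes and 0.258 for 46 HIST1H genes. There the medians were -0.86 for the HIST1H3 genes, -0.65 for the HIST1H4 genes and -0.82 for the genes of the 24 h list of Supplementary Table S1, which fell with the S phase genes, but 0.78 for the HIST1H1 genes, 0.14 for the HIST1H2A genes and 1.30 for the HIST1H2B genes. The explanation stays open there. A change of the whole chromosome location is argued against by the genes between the HIST1H genes, whose median was -0.25 at 24 h, where the HIST1H genes rose, and was above 0 under no scaling. At 48 and 96 h in growth media the genes between them were lower too, with medians of -0.29 (8 lower, 0 higher) and -0.30 (8 lower, 1 higher), past the threshold with fry and not with camera, while the HIST1H2B genes of the same location were higher. A change of the location at these later times stays open. The G2 and M phase genes had medians of 0.41, -3.20 and -4.58 at 24, 48 and 96 h in growth media, and -0.07 and -2.58 at 48 and 96 h in differentiation media. The interferon-stimulated genes had medians of -0.45 at 24 h and 0.60 at 48 h in growth media and 0.17 at 48 h in differentiation media. The real split was the highest of the 10 possible (1 of 10) for all of these lists tested at 24 and 48 h in growth media, the muscle-related and HIST1H genes included, and for the S phase genes at 48 and 96 h and the G2 and M phase genes at 96 h in differentiation media. At 48 h in differentiation media 2 of 10 splits reached the G2 and M phase value and 4 of 10 the interferon value. These splits are too few for such a rank to exclude chance by itself.

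Nontargeting siRNA replicate 1 at 48 h in growth media stood between the other nontargeting arrays and the ZNF148 siRNA arrays for the muscle-related genes. Over the 104 genes more than 8-fold apart, it reached a median share of 0.312 of the signal difference. A ZNF148 siRNA culture alone under this label is argued against, as the ZNF148 log2 signal of the array lay 1.61 above the highest ZNF148 siRNA array of the group. A ZNF148 siRNA culture mixed into it is a candidate explanation. A mixture of that share predicts a ZNF148 log2 signal of 8.61, and the array had 8.52, a gap of -0.096. The other 2 nontargeting arrays had 8.85 and 9.19, a gap of 0.339. With such a spread, the ZNF148 signal cannot tell a mixture from a plain nontargeting culture. Its deviations were near those of the mixture for the HIST1H genes (-0.29 and -0.33), the S phase genes (-0.42 and -0.41) and the G2 and M phase genes (-0.53 and -0.48). For the interferon-stimulated genes it deviated by 0.065, where the mixture predicts 0.22. A nontargeting array from differentiation media is argued against, as those arrays deviate by -4.24 to -2.98 in the G2 and M phase genes and this array by -0.53. Its slide is argued against, as its deviation across probes correlated at most at 0.043 with that of another array on the slide. Differentiation of part of the culture without ZNF148 siRNA is argued against by 138 probes that ZNF148 siRNA lowered and that fell by less than 0.5 on the log2 scale, or did not fall, in nontargeting cells in differentiation media, which stood at a median of -0.39 against -0.34 for the mixture. Over the 57 of these that were not lower at all in nontargeting cells in differentiation media, the medians were -0.33 and -0.32. A nontargeting array at 96 h in growth media is argued against by the 104 muscle-related genes more than 8-fold apart. Over these, replicate 1 stood at a median of 3.69 above the mean of the 2 nontargeting arrays at 96 h, which lay 0.113 apart. Across all probes, however, its correlation was highest with that group, at 0.976, against 0.971 with its own group. The files do not show how the culture was handled.

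Other genes that the paper names, many of them only as background, had these log2 fold changes in growth media at 24, 48 and 96 h. MEF2A changed by -0.93, 1.29 and 1.41, MEF2B by -0.35, -0.68 and -0.77, and MEF2D by 0.64, 0.99 and -0.03. MYF5 changed by -0.36, -1.63 and -1.80, and MYF6 by 0.48, 0.68 and 0.98. DES changed by 0.43, 2.15 and 1.99, and VIM by -0.09, -0.84 and -1.04. MYOG was well above background on only 1 of 3 nontargeting arrays and on no ZNF148 siRNA array at 24 h. Its mean log2 signals there were 4.61 and 4.54. MYOG rose by 4.06 at 48 h and 4.38 at 96 h. MYH2 was not well above background in either group at 24 h and rose by 4.63 and 4.65. ENO3 changed by 0.09, 5.77 and 5.28. SP1 changed by 0.36, -0.36 and -0.73, and SP3 by -0.04, -0.87 and -1.25. GAPDH changed by -0.12, -0.77 and -0.67, and COX5B by -0.18, -0.27 and 0.09. None of these reversed past the threshold under the alternatives. MRLN had no tested probe that could be named.

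In differentiation media MYOD1 changed by 0.36 at 48 h (limma, adjusted p = 0.0133) and -0.28 at 96 h (adjusted p = 0.0623), and MEF2C by 4.28 (adjusted p = 9.34e-06) and 1.99 (adjusted p = 0.0168). The effect on MYOD1 was lower in differentiation than in growth media by a difference of -0.96 at 48 h (adjusted p = 0.000117) and -0.81 at 96 h (adjusted p = 0.00183). For MEF2C the differences were -0.04 (adjusted p = 0.986) and -2.69 (adjusted p = 0.0547). The value at 48 h depends on nontargeting siRNA replicate 1 in growth media. Without that array MEF2C rose by 5.78 at 48 h in growth media rather than by 4.32, against 4.28 in differentiation media.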
